# Enteric glia regulate Paneth cell secretion and intestinal microbial ecology

**DOI:** 10.7554/eLife.97144

**Published:** 2025-04-14

**Authors:** Aleksandra Prochera, Anoohya N Muppirala, Gavin A Kuziel, Salima Soualhi, Amy Shepherd, Liang Sun, Biju Issac, Harry J Rosenberg, Farah Karim, Kristina Perez, Kyle H Smith, Tonora H Archibald, Seth Rakoff-Nahoum, Susan J Hagen, Meenakshi Rao

**Keywords:** enteric nervous system, antimicrobial peptides, glial cell, Paneth cells, Mouse

## Abstract

Glial cells of the enteric nervous system (ENS) interact closely with the intestinal epithelium and secrete signals that influence epithelial cell proliferation and barrier formation in vitro. Whether these interactions are important in vivo, however, is unclear because previous studies reached conflicting conclusions (Prochera and Rao, 2023). To better define the roles of enteric glia in steady state regulation of the intestinal epithelium, we characterized the glia in closest proximity to epithelial cells and found that the majority express the gene Proteolipid protein 1 (*PLP1*) in both mice and humans. To test their functions using an unbiased approach, we genetically depleted PLP1^+^ cells in mice and transcriptionally profiled the small and large intestines. Surprisingly, glial loss had minimal effects on transcriptional programs and the few identified changes varied along the gastrointestinal tract. In the ileum, where enteric glia had been considered most essential for epithelial integrity, glial depletion did not drastically alter epithelial gene expression but caused a modest enrichment in signatures of Paneth cells, a secretory cell type important for innate immunity. In the absence of PLP1^+^ glia, Paneth cell number was intact, but a subset appeared abnormal with irregular and heterogenous cytoplasmic granules, suggesting a secretory deficit. Consistent with this possibility, ileal explants from glial-depleted mice secreted less functional lysozyme than controls with corresponding effects on fecal microbial composition. Collectively, these data suggest that enteric glia do not exert broad effects on the intestinal epithelium but have an essential role in regulating Paneth cell function and gut microbial ecology.

## Introduction

The intestinal epithelium is an important interface between an animal and its external environment, not just as a physical barrier but also as a dynamic regulator of digestion, energy balance, and mucosal immunity. The ENS, the intrinsic nervous system of the digestive tract, directs many intestinal epithelial functions. Glia are major cellular components of the ENS distributed throughout the radial axis of the intestine, from the muscular outer walls to the inner mucosal layer containing the epithelium. Most studies of enteric glia have focused on the cells which closely associate with neuronal soma in the myenteric plexus and have uncovered numerous roles for these glia in the regulation of neuronal functions in both health and disease (Seguella and Gulbransen, 2021; Rosenberg and Rao, 2021). Many enteric glia, however, are located outside the myenteric plexus in the mucosa where they closely appose intestinal epithelial cells (Ferri et al., 1982; Mestres et al., 1992; Krammer and Kühnel, 1993; Neunlist et al., 2007; Bohórquez et al., 2014), raising the possibility that mucosal glia directly regulate epithelial cell functions.

Several enteric glia-derived cues, ranging from small molecules to growth factors, can alter epithelial cell proliferation and cell-cell adhesion in vitro (reviewed in Prochera and Rao, 2023), supporting the possibility of glial-epithelial interactions. In the intestine, however, none of these factors are made exclusively by glia (Prochera and Rao, 2023). Moreover, studies in which enteric glia were depleted or disrupted in vivo have reported conflicting findings in terms of epithelial effects. For example, chemical gliotoxins do not cause major epithelial deficits (Aikawa and Suzuki, 1985; Nasser et al., 2006). In contrast, a chemical-genetic model using a human *GFAP* promoter fragment to target glia in mice showed profound epithelial barrier defects and fulminant inflammation specifically in the distal small intestine (Bush et al., 1998). Subsequent studies by multiple groups using more targeted systems to deplete or functionally disrupt glia defined by *Plp1*, *Sox10,* or *Gfap* expression, however, have not supported this finding. They found no major defects in epithelial properties at steady state or increased vulnerability to inflammation upon glial disruption even though all these models exhibited deficits in other ENS-regulated functions, such as motility (Rao et al., 2017; Yuan et al., 2020; Kovler et al., 2021; Baghdadi et al., 2022). One study reported that simultaneous depletion of *Plp1*- and *Gfap*-expressing populations could provoke intestinal inflammation, implicating a subset of glia with particularly high *Gfap* transcript expression in the regulation of epithelial turnover through the secretion of Wnt proteins (Baghdadi et al., 2022). Genetic disruption of Wnt secretion in *Gfap^+^* cells, however, affected epithelial turnover only upon radiation injury (Baghdadi et al., 2022). Thus, it largely remains unclear what, if any, epithelial functions enteric glia are necessary for in vivo at steady state.

To better delineate the functional significance of enteric glial-epithelial interactions in homeostasis, first we characterized the molecular phenotype of mucosal glia along the crypt-villus axis in both mice and humans. We found that *Plp1* was the most widely expressed marker of mucosal glia in both species, supporting the use of its promoter to probe glial functions in vivo. Then, to interrogate glial functions in an unbiased way, we depleted *Plp1*^+^ cells in mice and examined gene expression along the longitudinal axis of the intestine. Surprisingly, glial loss had minimal effects on the intestinal transcriptome or the cellular composition of the epithelium. Targeting *Plp1*^+^ cells, however, caused a specific defect in Paneth cells leading to enriched gene expression signatures, diminished antimicrobial peptide secretion, and altered gut microbial composition. These observations uncover a link between enteric glia and Paneth cells and establish a role for enteric glia in regulating epithelial function in the healthy intestine in vivo.

## Results

### Plp1 expression broadly marks glia in the gut mucosa

Enteric glia, like Schwann cells in the periphery, are neural crest-derived and have been identified within tissues by molecular markers including *Sox10, Gfap, Plp1,* and *S100b*. Although most glia within enteric ganglia are labeled by these markers, heterogeneity in their expression has been reported (Jessen and Mirsky, 1983; Boesmans et al., 2015), particularly in glia located outside the myenteric plexus (Rao et al., 2015). To determine which marker is most broadly expressed by mucosal glia and would thus be most useful for genetic interrogation of glial-epithelial interactions, we analyzed publicly available single-cell RNA sequencing (scRNAseq) datasets of human and mouse intestinal mucosa.

In human small and large intestines, expression of *SOX10* and *PLP1* was restricted to cluster of cells with a glial signature (Figure 1A, Figure 1—figure supplement 1A, B). *S100B* was highly expressed by cells in this cluster but also detected in non-glial cells including macrophages and monocytes; *GFAP* was overall undetectable (Figure 1A, Figure 1—figure supplement 1A, B). To validate these findings, we examined expression of the corresponding proteins by immunohistochemistry (IHC) in the human small intestine and found SOX10-, PLP1-, and S100B-immunoreactive cells in three compartments along the radial axis: the mucosa, enteric ganglia in the submucosal and myenteric plexuses, as well as intramuscular glia in the muscularis externa (Figure 1—figure supplement 2A, B, D). GFAP-immunoreactive cells were readily found within enteric ganglia but were rare in the mucosa (Figure 1—figure supplement 2C). These observations are consistent with a recent study that examined SOX10, GFAP, and S100B by IHC in the human colon and found little to no GFAP, but robust SOX10 and S100B expression across all three compartments (Baidoo et al., 2023). In the small intestine of patients with Crohn’s disease, a type of inflammatory bowel disease (IBD), *SOX10*, *PLP1,* and *S100B* transcripts were highly enriched in mucosal glia while *GFAP* was enriched in various non-glial cells including fibroblasts and immune cells (Figure 1B). In sum, *SOX10, PLP1, and S100B* are broadly expressed by human enteric glia across the radial axis of the gut, including mucosal glia, in both healthy and inflamed states, with *SOX10* and *PLP1* exhibiting the most cell type specificity.

**Figure 1.**
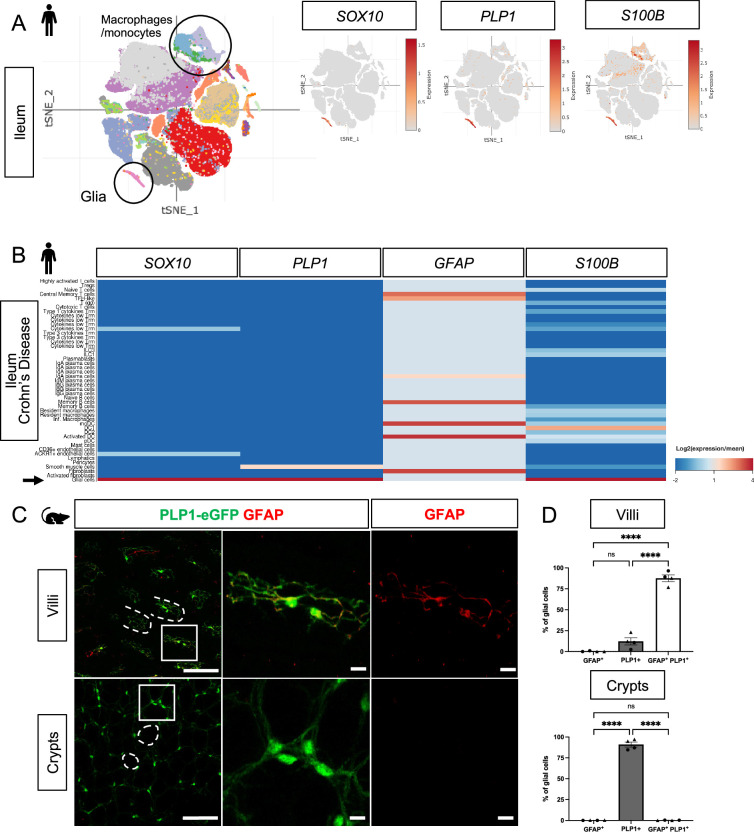
Mucosal glia in human and mouse small intestines widely express *Plp1*. (**A**) t-SNE plot of 94,451 cells isolated from terminal ileal mucosal biopsies from 13 children with non-inflammatory, functional gastrointestinal disorders (Zheng et al., 2023), colored by annotated cell identity. *PLP1* and *SOX10* expression exhibit relative specificity to glia; the cells express high levels of these transcripts. *S100B* is expressed by glia as well as non-glial cells such as macrophages and monocytes. *GFAP* is undetectable in this dataset. (**B**) Heatmap of gene expression from 82,417 cells obtained by scRNAseq of mucosal biopsies from inflamed and non-inflamed segments of terminal ileum obtained from 11 adults with Crohn’s disease (Martin et al., 2019). In contrast to *PLP1*, *SOX10*, and *S100B*, which are most highly expressed in glia (arrow), *GFAP* expression is highest in non-glial cells. (**C**) Whole-mount immunostaining of ileum from an adult Plp1-eGFP mouse for GFAP imaged at the level of the villus- (top panels) and crypt-associated mucosa (bottom panels). Most glia in the villi express both *Plp1* and GFAP while virtually all glia in the mucosa surrounding epithelial crypts are *Plp1*+ and not immunoreactive for GFAP. (**D**) Quantification of the percentages of GFAP+, PLP1+, GFAP+ PLP1+ cells in the mucosa. Each data point represents an individual mouse, with triangles representing males and circles representing females (n=4). Scale bars = 100 μm (large panels) and 20 μm (magnified images). Error bars represent SEM. **** p<0.0001 by one-way ANOVA with Tukey multiple comparisons test.

**Figure 1—figure supplement 1.**
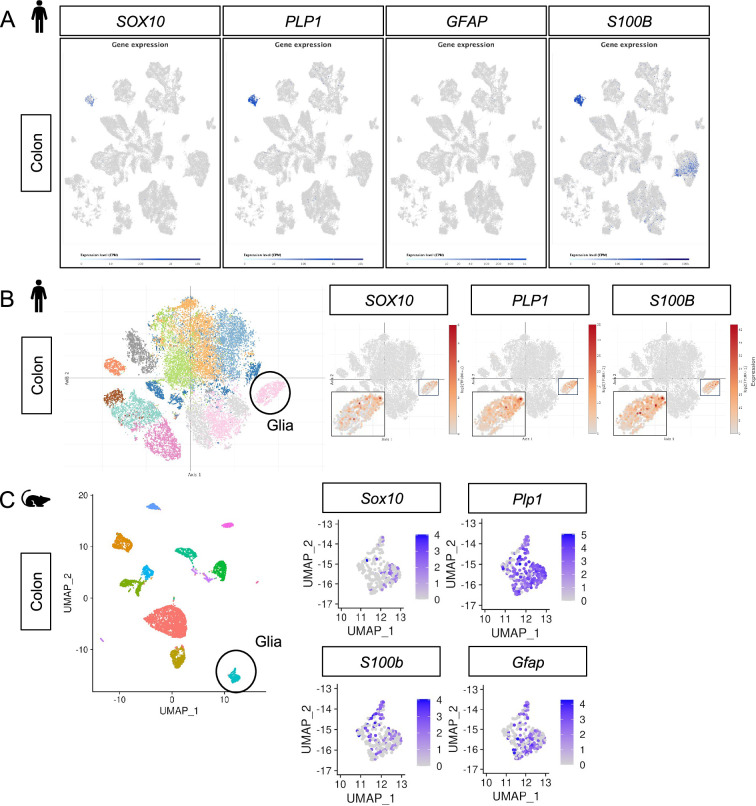
*Plp1* is the most specific and widely expressed marker of enteric glia in human and mouse colonic mucosa. (**A**) UMAP plots of 91,103 cells isolated from non-malignant colon tissues from 29 adult colorectal cancer patients (Lee et al., 2020). *PLP1* marks most of the cells in the putative glial cluster while no *GFAP* is detected. *S100B* is robustly expressed by glia but also detectable in non-glial cells. *SOX10* is highly specific to the putative glial cluster but is not as universally detected within this cluster as *PLP1* and *S100B*. (**B**) t-SNE plot of 31,872 stromal cells isolated from 12 healthy individuals (8,480 cells) and 18 Ulcerative Colitis patients (10,245 cells from inflamed regions and 13,147 cells from non-inflamed regions) (Smillie et al., 2019). *SOX10, PLP1,* and *S100B* expression is restricted to the putative glial cluster while *GFAP* is undetectable in this dataset. Insets show expression of the indicated genes in the putative enteric glia cluster. (**C**) UMAP plots of Drop-seq data from 6,603 mouse colonic mesenchymal/lamina propria cells (Roulis et al., 2020). *Plp1* is widely expressed in the putative glial cluster (330 cells) while *Sox10*, *S100b*, and *Gfap* exhibit narrower expression.

**Figure 1—figure supplement 2.**
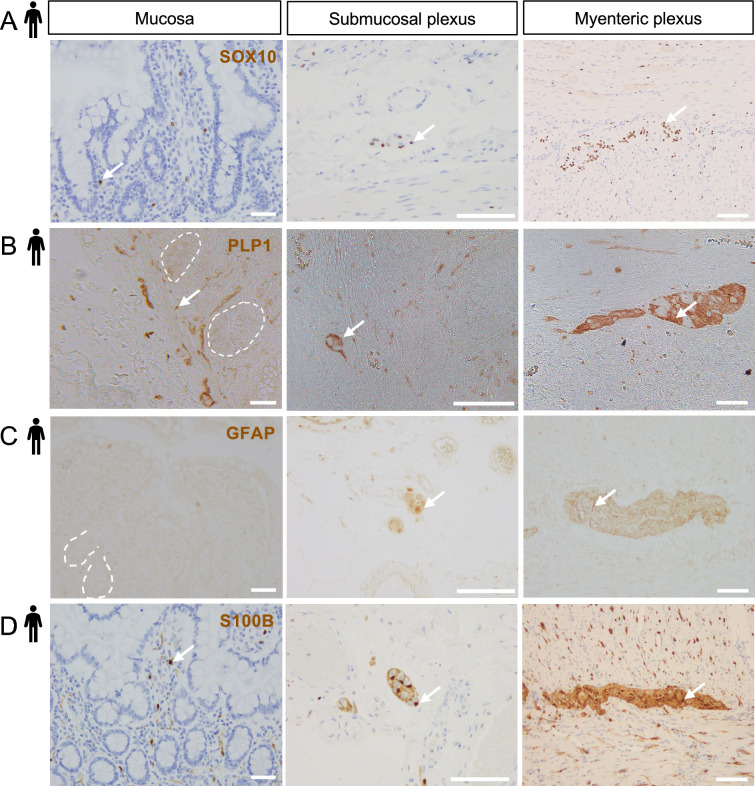
S100B, SOX10, PLP1, and GFAP expression across the radial axis of the human small intestine. (**A–D**) Representative DAB IHC images of SOX10 (**A**), PLP1 (**B**), GFAP (**C**), and S100B (**D**) staining in non-diseased small intestinal tissue from adult females shown in three compartments: mucosa (left panels; selected crypts outlined in white for clarity), submucosal ganglia and the surrounding connective tissue and muscle (middle panels), and the myenteric plexus with surrounding circular and longitudinal muscle (right panels). SOX10, PLP1, and S100B were detected in all three compartments. GFAP immunoreactivity was detected in submucosal ganglia (middle panel) and myenteric ganglia (right panel), but not the mucosa. Images are representative of observations made in five of five subjects for SOX10 and S100B, three of four subjects for PLP1, and three of three subjects for GFAP. Arrows indicate representative immunoreactive cells. Scale bars = 100 μm (left and right panels) and 50 μm (middle panels).

In mice, we previously showed that PLP1 is widely expressed by enteric glia across the radial axis of the small and large intestines where its expression largely overlaps with S100B; a more limited subset expresses GFAP (Rao et al., 2015). Consistent with these observations, analysis of scRNAseq data from the mouse colonic mucosa showed that *Plp1* is broadly expressed across the single putative cluster of mucosal glia; *Gfap*, *S100b,* and *Sox10* are also detectable in this cluster to variable extents (Figure 1—figure supplement 1C). Given recent observations that a subset of Gfap^high^/Plp1^low^ mucosal glia might be particularly important for epithelial regulation in the mouse small intestine (Baghdadi et al., 2022), we closely compared *Plp1* and *Gfap* expression in the mouse ileum. We performed whole-mount IHC for GFAP in Plp1-eGFP reporter mice to ensure the detection of colocalization despite any potential differences in subcellular distribution. Previous work from our lab and others has validated that eGFP expression in this reporter strain faithfully mirrors endogenous PLP1 expression within the enteric and central nervous systems (Rao et al., 2015; Mallon et al., 2002). In adult Plp1-eGFP mice, we found that mucosal glia diverged sharply in terms of marker expression based on their location along the crypt-villus axis. While the majority of villus *Plp1*^+^ cells co-expressed GFAP, virtually none of the crypt-associated *Plp1^+^* cells did so (Figure 1C and D). With rare exceptions in some villi, GFAP-immunoreactive cells that did not express *Plp1* were largely undetectable. Together, these observations indicate that *Plp1* expression broadly marks enteric glia in mouse and human tissues and is among the most sensitive and specific markers for glia in the gut mucosa.

### Genetic depletion of enteric glia causes muted and region-specific changes in the intestinal transcriptome

To determine what aspects of intestinal homeostasis enteric glia are essential for in vivo, we took an unbiased approach. We examined changes in gene expression that occur upon glial loss in three different intestinal regions: proximal small intestine (duodenum), distal small intestine (ileum), and the large intestine (colon). We depleted the cells by administration of tamoxifen to young adult Plp1^CreER^ Rosa26^DTA/+^ mice, which we previously showed exhibit loss of the majority of S100B- and SOX10-expressing enteric glia, including 90% of mucosal glia (Rao et al., 2017). In this model, glia are lost within 5 days of tamoxifen induction (5dpt) and remain stably depleted through 14dpt; notably female, but not male, mice have intestinal dysmotility (Rao et al., 2017). 

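RNA was sequenced from 1 cm segments of duodenum, proximal ileum and proximal colon. They were taken from male mice 11 days after tamoxifen (8 mg, given at 5 to 6 weeks of age). Plp1CreER Rosa26DTA/+ mice (Cre+), in which tamoxifen switches on a diphtheria toxin subunit in Plp1-expressing glia, were compared with Rosa26DTA/+ littermates (Cre-), with 4 mice per genotype in each region. The sample labels name the control group wild type, while the paper gives Rosa26DTA/+ littermates without Cre, and the paper's description is used here. In the duodenum, total counts per library were 17084970 to 21468167 (median 17852608) for Cre+ mice and 16648857 to 19378319 (median 18070671) for Cre- mice. In the ileum they were 16579585 to 18907485 (median 17469234) for Cre+ mice and 17782960 to 19775857 (median 18015018) for Cre- mice. In the colon they were 17643570 to 18981038 (median 18408520) for Cre+ mice and 17778582 to 18950234 (median 18022994) for Cre- mice.

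The authors trimmed the reads with Trimmomatic, aligned them to the mouse genome (mm10) with STAR and counted reads per gene with featureCounts. The versions, the annotation release and the strand setting are not given in the sources used here. From these raw counts, each region was fitted alone with the quasi-likelihood F test of edgeR, with TMM factors and a filter on low counts (filterByExpr, minimum count 10) that kept 15584 genes in duodenum, 15474 in ileum and 16326 in colon. The p-values were adjusted by the Benjamini-Hochberg method, and DESeq2, the tool of the paper, was run as an alternative without this filter. Levels are given as CPM with TMM factors, and log2FC is that of Cre+ over Cre- mice. Single values were also compared by a 2-sided exact permutation test of log2 CPM over the 70 ways to assign 4 of 8 libraries, whose smallest p is 0.0286. Lists of genes were tested with camera at a preset correlation of 0.01 between genes, and again with the correlation estimated from the libraries. Tests, thresholds, gene lists and the rule for naming genes were chosen before the data were examined, apart from the additions that the closing parts name.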

To facilitate detection of direct effects of glia rather than indirect effects related to dysmotility, we isolated intestinal segments from male Plp1^CreER^ Rosa26^DTA/+^ mice and Cre-negative Rosa26^DTA/+^ littermate controls at 11dpt and performed bulk RNA-sequencing (Figure 2A). 

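Transcripts of 4 glial genes were measured in each region: Plp1, the gene of a myelin protein whose promoter drives the Cre, Sox10, a transcription factor of neural crest and glia, S100b, a calcium-binding protein of glia, and Gfap, a glial intermediate filament. In the ileum, Plp1 was at 5.43 ± 2.21 CPM (SD, n = 4) in Cre+ mice and 3.07 ± 1.02 CPM (SD, n = 4) in Cre- mice, a log2FC of 0.82 (standard error 0.36, 95% confidence interval 0.02 to 1.62). The log2FC of Plp1 was 0.42 (standard error 0.47) in duodenum and 0.10 (standard error 0.23) in colon. For Sox10, the log2FC was 0.32 (standard error 0.34) in duodenum, 0.77 (standard error 0.40) in ileum and 0.10 (standard error 0.21) in colon. For S100b, the values were 0.23 (standard error 0.48), 0.27 (standard error 0.40) and 0.11 (standard error 0.35), and for Gfap -0.54 (standard error 0.50), -0.34 (standard error 0.45) and -0.22 (standard error 0.39), in the same order. No gene of these passed an adjusted p under 0.05 in any region with edgeR or DESeq2, and the exact permutation p of Plp1 in the ileum was 0.143. The 95% confidence intervals of Plp1, Sox10 and S100b lay above a log2FC of -1 in all 9 pairs of gene and region, with a lowest bound of -0.84.

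Over a list of 20 genes of enteric glia, 10 of 18 tested genes had a log2FC above 0 in duodenum, 12 of 16 in ileum and 5 of 17 in colon, with medians of 0.08, 0.28 and -0.11. None passed when adjusted over the list alone. The list was higher in the ileum of Cre+ mice by camera (adjusted p = 0.0142 over 41 lists, p = 0.051 with an estimated correlation), with Kcna1, a potassium channel gene, at a log2FC of 1.13 (standard error 0.41), and did not pass in duodenum (adjusted p = 0.966) or colon (adjusted p = 0.135). The list of 22 genes of enteric neurons did not pass in duodenum (adjusted p = 0.246), ileum (adjusted p = 0.481) or colon (adjusted p = 0.451). In the same ileal libraries, 10 of 11 fibroblast genes lay above 0 (median 0.12, adjusted p = 0.0177 from camera, p = 0.284 with an estimated correlation). Of immediate early and heat shock genes, 12 of 14 lay below 0 (median -0.20, adjusted p = 0.0161). With an estimated correlation p was 0.032 for that list, which did not pass at an adjusted p of 0.418. Single libraries turned the sign of values near 0. The duodenal log2FC without Cre+ replicate 1 was -0.19 for Plp1 and -0.22 for S100b, and without Cre- replicate 4 it was -0.06 for S100b. In the colon, it was -0.14 for Plp1 without Cre+ replicate 3, -0.11 for S100b without Cre- replicate 3, -0.08 for S100b and -0.01 for Sox10 without Cre+ replicate 4, and for Gfap in the ileum it was 0.02 without Cre- replicate 4.

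**Figure D1:**
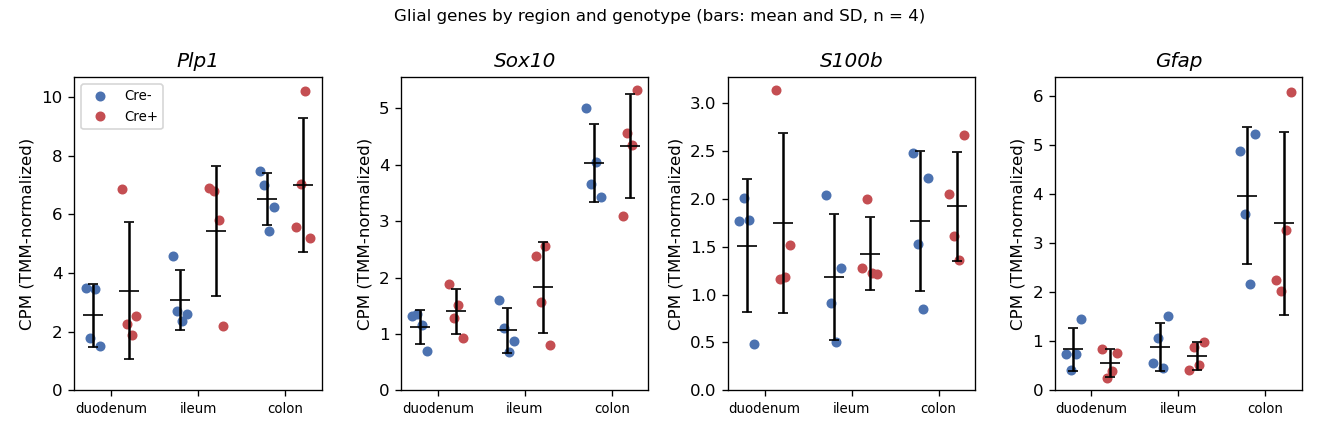
CPM (TMM-normalized) of Plp1, Sox10, S100b and Gfap in duodenum, ileum and colon. Each point is 1 mouse, and the mean and SD of 4 Cre+ and 4 Cre- mice are drawn for each region. The points of both genotypes overlap for each gene in each region.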

Surprisingly, there were minimal changes observed in the transcriptome in all three regions of the intestine though the mice exhibited robust depletion of S100B^+^ glia by IHC. In the duodenum and ileum, differential gene expression analysis by DESeq2 revealed no genes that reached the standard threshold for statistical significance of padj <0.05 (Figure 2B, Figure 2—figure supplement 1). 

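In the duodenum, Nts, the gene of the gut peptide neurotensin, was at 0.85 ± 0.32 CPM (SD, n = 4) in Cre+ mice and 2.16 ± 0.36 CPM (SD, n = 4) in Cre- mice, a log2FC of -1.36 (standard error 0.34). Jag2, a ligand of Notch receptors, was at 5.62 ± 0.74 and 3.23 ± 0.46 CPM, a log2FC of 0.80 (standard error 0.20). Neither passed the adjusted threshold (adjusted p = 0.99986 for both in edgeR). In the ileum, Nr2f1, the gene of a nuclear receptor, was at 0.88 ± 0.26 CPM in Cre+ mice and 0.25 ± 0.07 CPM in Cre- mice (log2FC 1.81, standard error 0.37). Hsd17b6, a hydroxysteroid dehydrogenase gene, was at 17.5 ± 1.22 and 32.7 ± 8.54 CPM (log2FC -0.90, standard error 0.18), and these genes did not pass either (adjusted p = 0.99998 in edgeR).

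With edgeR, 0 genes passed an adjusted p under 0.05 in duodenum and 0 in ileum. At an unadjusted p under 0.05 there were 153 genes in duodenum, 66 higher and 87 lower in Cre+ mice, where 779 are due by chance. There were 366 in ileum, 219 higher and 147 lower, where 774 are due by chance. DESeq2 called 1 gene in duodenum and 0 in ileum, with 276 and 443 at an unadjusted p under 0.05. The duodenal gene was Ighv1-84, a heavy chain variable segment of immunoglobulins that can share reads with its relatives (log2FC -4.03, standard error 0.76, adjusted p = 0.00327 from DESeq2). The libraries of the genotypes lay apart, with no overlap, for 128 genes in duodenum (0.821%) and 287 in ileum (1.85%), where chance gives 2.86%.

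Among lists of genes, targets of the aryl hydrocarbon receptor and of NRF2, which encode detoxifying and redox enzymes, were lower in the ileum of Cre+ mice. Of 12 tested, 10 had a log2FC below 0 (median -0.18), 0 passed over all genes and 2 passed when adjusted over the list alone, Gstm3, a glutathione transferase gene (-0.88, standard error 0.20), and Tiparp, a feedback inhibitor of the receptor (-0.52, standard error 0.12). Both are among the genes that the study tabulates for these libraries, so the list is not independent evidence of its direction. In the ileum, camera gave an adjusted p of 1.01e-05 and, with an estimated correlation, an adjusted p of 0.0658, and the rotation test fry an adjusted p of 0.0172. The shift was not particular to ileum. In duodenum, 13 of 14 genes lay below 0 (median -0.18, adjusted p = 0.00098 from camera, p = 0.114 with an estimated correlation). In ileal epithelium, 6 of 12 did (median 0.05, adjusted p = 0.772 from camera).

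Counts moved with single libraries. Without Cre- replicate 2, edgeR called Hsd17b6 in ileum (log2FC -1.07, adjusted p = 0.0262) and 680 genes had an unadjusted p under 0.05, against 1071 without Cre+ replicate 4 and 234 without Cre- replicate 4. In the duodenum, the count was 476 without Cre+ replicate 1, 269 without Cre- replicate 1 and 258 without Cre+ replicate 4. The ileal libraries of Cre+ replicate 4 and Cre- replicates 3 and 4 lay apart from the others on the first principal component, which held 43.4% of the variance. With that cluster as a covariate, chosen after seeing the data, 0 genes passed the adjusted threshold in ileum and 459 had an unadjusted p under 0.05.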

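In the colon, Olfm4, a marker of crypt base stem cells, was at 2.15 ± 0.75 CPM (SD, n = 4) in Cre+ mice and 0.42 ± 0.27 CPM (SD, n = 4) in Cre- mice, a log2FC of 2.35 (standard error 0.47). Tppp, a tubulin polymerization protein gene, was at 122 ± 32.4 CPM and 223 ± 33.6 CPM, a log2FC of -0.86 (standard error 0.18). Naaladl1, a peptidase gene of small intestinal enterocytes, was at 20.3 ± 8.34 CPM and 6.92 ± 2.8 CPM, a log2FC of 1.55 (standard error 0.39). Olfm4 and Naaladl1 are at least 100 times as abundant in ileum as in colon. With edgeR, 0 of 16326 genes passed an adjusted p under 0.05, and the smallest adjusted p was 0.990. At an unadjusted p under 0.05 there were 718 genes, 403 higher and 315 lower in Cre+ mice, where 816 are due by chance.

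DESeq2 called 6 genes, 3 higher and 3 lower in Cre+ mice, and gave 858 genes an unadjusted p under 0.05. The higher ones were Lyz1, which encodes the lysozyme of Paneth cells (adjusted p = 5.1e-05), Olfm4 (adjusted p = 0.0357) and A530020G20Rik (log2FC 1.04, adjusted p = 0.0488). The lower ones were Tppp, Rasef, a small GTPase gene (log2FC -0.45), and Ighv5-9, an immunoglobulin heavy chain segment that can share reads with its relatives (log2FC -2.91), each at an adjusted p of 0.0488. Naaladl1 had an adjusted p of 0.064 from DESeq2, and Anpep, an aminopeptidase gene of the enterocyte brush border, 0.052. Ighv1-47 had 64 counts over the Cre+ mice and 7 over the Cre- mice, too few for the filter of edgeR, and a DESeq2 adjusted p of 0.176. Between genotypes, 494 genes (3.03%) had libraries that did not overlap, where chance gives 2.86%.

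Leaving out Cre+ replicate 4, edgeR called 1 gene, Igkv6-32, a light chain segment named here after its values were seen (log2FC -2.27, standard error 0.16, adjusted p = 0.00482), and 1179 genes had an unadjusted p under 0.05. This count was 1119 without Cre- replicate 3 and 447 without Cre- replicate 4.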

In the colon, only five genes were differentially expressed, most of which were upregulated in glial-ablated mice (Figure 2B, Figure 2—figure supplement 1). These results suggest that acute depletion of enteric glia in male mice has limited effects on the intestinal transcriptome.

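Among 41 lists of cell types and pathways, 11 passed camera's adjusted p under 0.05 in duodenum, 9 in ileum and 14 in colon. With an estimated correlation, 0, 0 and 1 passed. In duodenum and ileum, genes of T cells and variable segments of immunoglobulins were lower in Cre+ mice by camera with the preset correlation only. Libraries of these regions may come from the same mice, so the regions are not independent evidence. The T cell genes had estimated correlations of 0.865 in duodenum and 0.904 in ileum, so they act as few independent genes. All 8 T cell genes tested in duodenum (median log2FC -0.19, adjusted p = 0.0173, p = 0.312 with an estimated correlation) and all 9 in ileum (median -0.34, adjusted p = 0.0479, p = 0.39 with an estimated correlation) had a log2FC below 0. Of the immunoglobulin segments, 95 of 146 in duodenum (median -0.45, adjusted p = 1.95e-08, p = 0.139 with an estimated correlation) and 78 of 127 in ileum (median -0.38, adjusted p = 0.0123, p = 0.261 with an estimated correlation) lay below 0. In the colon neither list passed, with 7 of 9 T cell genes (median 0.36, adjusted p = 0.114) and 84 of 157 segments (median 0.12, adjusted p = 0.548) above 0. All 8 genes of B cells and plasma cells in duodenum (median -0.31, adjusted p = 0.00073, p = 0.124 with an estimated correlation) and 8 of 10 macrophage genes (median -0.15, adjusted p = 0.00156, p = 0.18 with an estimated correlation) also lay below 0. In the colon, 15 of 16 interferon response genes lay above 0 (median 0.71, adjusted p = 3.07e-08, p = 0.136 with an estimated correlation), among them Ifit3 at 0.92 (standard error 0.37) and Usp18 at 1.32 (standard error 0.63). No gene of these lists passed when adjusted over the list alone.

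The list that passed with an estimated correlation held 4 genes of RNA-binding proteins, some of them induced by cold, in the colon. Rbmx (0.37, standard error 0.08), Cirbp (0.61, standard error 0.15), Srsf5 (0.35, standard error 0.09) and Rbm3 (0.36, standard error 0.14) each passed when adjusted over the list alone and none passed over all genes. The list had an adjusted p of 3.58e-09 with the preset correlation and of 0.0299 with an estimated one. Cirbp and Rbmx are among the genes the study tabulates for these libraries, so the list is not independent evidence of its direction. From the number of genes past its threshold in each region, the paper proposes that removing glia acutely in males changes gene expression in the gut wall little.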

**Figure 2.**
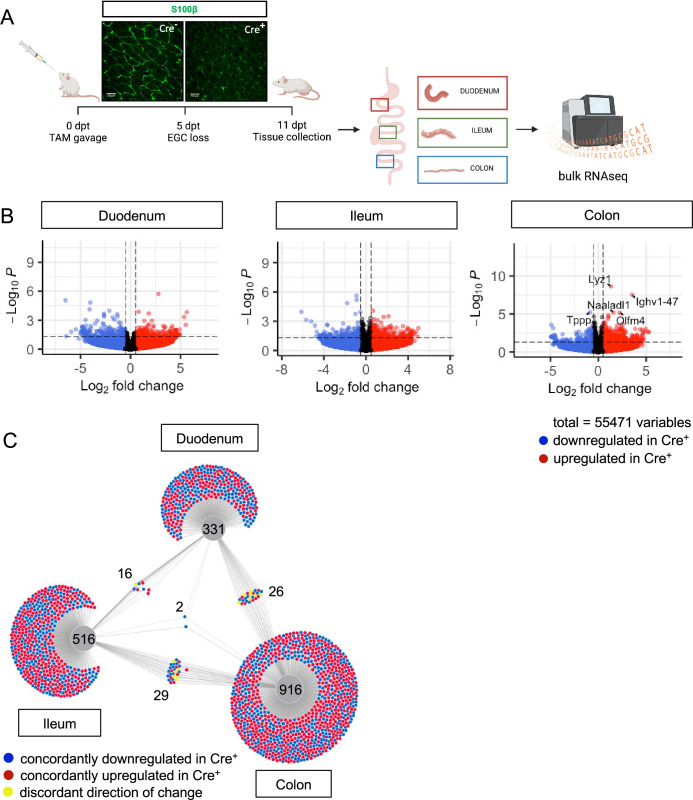
Glial ablation induces muted, region-specific transcriptional changes along the longitudinal axis of the intestine. (**A**) Schematic of the experimental timeline for bulk RNA-sequencing of intestinal tissue segments from male Plp1^CreER^ Rosa26^DTA/+^ mice (annotated as Cre+) and Rosa26^DTA/+^ littermate controls (annotated as Cre-). Tissues were collected 11 days after administration of tamoxifen (11dpt; n=4 per genotype). In this model, the majority of enteric glial cells (EGC) are eliminated by 5dpt, as seen on the representative IHC image of S100B staining in Cre+ and Cre- small intestinal mucosa. Glial depletion is stable through at least 14dpt (Rao et al., 2017). Panel A created with BioRender.com. (**B**) Volcano plots showing differentially expressed genes in duodenum, ileum, and colon of Cre- and Cre+ mice. Genes that reached statistical significance cutoff of *padj* <0.05 are labeled. Red and blue colors denote up- and down-regulated genes in Cre+ mice compared to Cre- mice with p-value <0.05, respectively. Differential analysis was conducted using DESeq2. (**C**) DiVenn analysis illustrates genes that were up- (red) or down-regulated (blue) in the duodenum, ileum, and colon of Cre+ mice compared to Cre- controls at 11dpt with p<0.05 threshold for significance. Nodes linking tissues constitute genes that were differentially expressed in Cre+ mice compared to Cre- controls in both of those tissues. Yellow color marks genes with discordant direction of change between the different tissue regions. Numbers indicate the number of genes at each node or tissue segment that were identified as differentially expressed. Overall, this analysis illustrates that most differentially expressed genes in Cre+ mice were region-specific with little overlap between duodenum, ileum, and colon.

**Figure 2—figure supplement 1.**
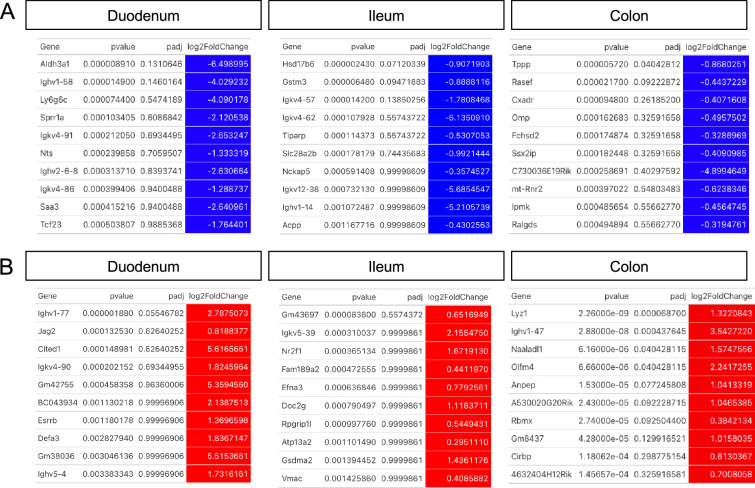
Changes to whole tissue transcriptomes resulting from glial ablation. (**A, B**) Top 10 most down- (**A**, blue) and upregulated (**B**, red) genes in the duodenum, ileum, and colon of Cre+ mice compared to Cre- controls, ordered by p-value. Differential gene expression analysis was performed using DESeq2.

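In these whole-tissue libraries, genes whose 4 Cre+ libraries all lay on one side of the 4 Cre- libraries were ranked by the p-value from edgeR. Those lower in the duodenum of Cre+ mice included Ly6d, a surface protein gene of squamous epithelia (-1.0, standard error 0.31), Mfng, a modifier of Notch (-0.70, standard error 0.25), and Nck1, an adaptor of receptor kinases (-0.32, standard error 0.11). Those higher included Esrrb, a nuclear receptor gene (1.32, standard error 0.39), and Dnah7b, an axonemal dynein gene (1.16, standard error 0.36). In the ileum, Akr1b7, an aldo-keto reductase gene (-0.38, standard error 0.09), Nt5c2, a nucleotidase gene (-0.37, standard error 0.09), and Cst6, a cystatin gene (-0.27, standard error 0.07), were among the lower ones, and Atp13a2, a lysosomal transporter gene (0.30, standard error 0.07), and Efna3, an ephrin gene (0.76, standard error 0.19), among the higher ones. In the colon, the lower ones included Cxadr, a junction protein gene (-0.39, standard error 0.09), and Mafb, a macrophage transcription factor gene (-0.34, standard error 0.08), and the higher ones Fus, an RNA-binding protein gene (0.31, standard error 0.07), and Surf2 (0.45, standard error 0.11). None of them passed an adjusted p under 0.05 with edgeR or DESeq2.

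Some genes were below the filter on low counts. In the duodenum, Aldh3a1, an aldehyde dehydrogenase gene, had 0 counts over the Cre+ mice and 33 over the Cre- mice, of which 20 were in 1 library. Ly6g6c had 5 and 81 counts, Saa3, a serum amyloid gene, 8 and 47, Ighv1-77 48 and 3, and Cited1 18 and 0. Igkv4-62 had 0 and 21 counts in the ileum. DESeq2 gave each of these 6 genes an adjusted p of 1.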

**Figure 2—figure supplement 2.**
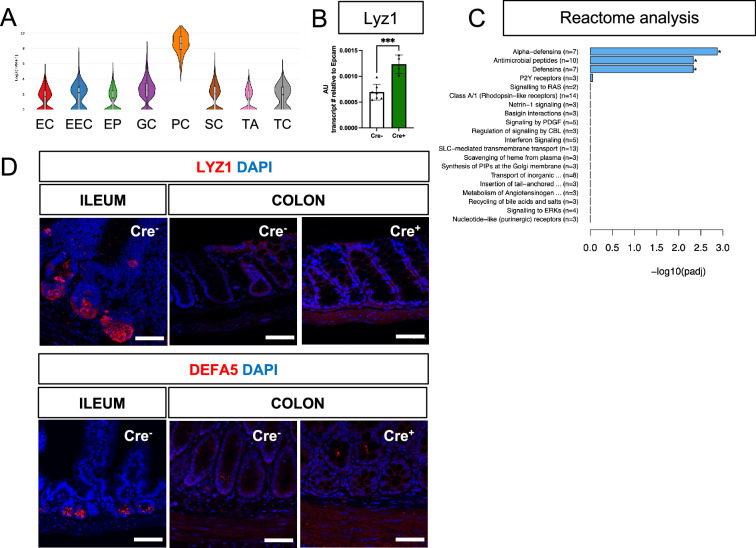
Glial ablation induces colonic expression of *Lyz1* at the transcript, but not protein, level. (**A**) Violin plots of *Lyz1* expression in small intestine epithelial cells show enrichment of expression in Paneth cells (data from scRNAseq of mouse small intestine; Haber et al., 2017). EC – enterocyte, EEC – enteroendocrine cell, EP – enterocyte progenitor, GC – Goblet cell, PC – Paneth cell, SC – Stem cell, TA – Transient Amplifying cell, TC – Tuft cell. (**B**) Quantitative RT-PCR analysis of *Lyz1* expression in proximal colons of male Cre- and Cre + mice. Each data point represents one mouse (n=7 for Cre-, n=4 for Cre+). Error bars represent SEM. ***p<0.001 by unpaired parametric *t*-test. (**C**) Reactome analysis of differentially expressed genes (significance threshold p<0.05) in colons of Cre+ mice compared to Cre- mice. (**D**) Representative IHC images of LYZ1 and DEFA5 staining in the distal ileums of Cre- mice (positive control) compared to the proximal colons of Cre+ and Cre- mice (n=3 per genotype; >100 crypts/mouse assessed). No ectopic LYZ1+ or DEFA5+ cells were detected in the large intestines of glial-depleted mice. Scale bar = 50 μm.

Enteric glia represent a relatively small proportion of cells in the intestine. Reasoning that transcriptional changes resulting from the biological effects of enteric glial loss might be muted in magnitude but consistent along the length of the intestine, we identified genes differentially expressed in Cre^-^ (controls) compared to Cre^+^ (glial-ablated) mice using a more lenient significance threshold of p<0.05 and then performed DiVenn analysis (Sun et al., 2019) to identify changes that were shared across the duodenum, ileum, and colon. Most genes that were differentially expressed were highly specific to one region of the intestine (Figure 2C). 

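Whether an effect of genotype differs between regions was tested by the interaction of genotype and region in 1 edgeR fit of the duodenum, ileum and colon libraries. Of 17564 genes tested, 0 had an adjusted p under 0.05, by edgeR and by DESeq2, and 297 had an unadjusted p under 0.05 by edgeR, where 878 are due by chance. This fit takes all libraries as independent. With those of the same genotype and number taken as 1 mouse, chosen after seeing the data, 0 genes passed and 315 had an unadjusted p under 0.05. For colon against ileum alone, 0 of 17032 genes passed with edgeR, while DESeq2 called Lyz1, and 630 had an unadjusted p under 0.05, where 852 are due by chance. The smallest p was that of Olfm4, whose effect was higher in colon by a log2 difference of 2.44 (standard error 0.40, adjusted p = 0.273 from edgeR). Among the next were Cirbp (0.86, standard error 0.19), the α-defensin genes Defa20 (2.30, standard error 0.53) and Defa32 (2.86, standard error 0.72), and Npc1l1, the cholesterol transporter gene of small intestinal enterocytes (2.21, standard error 0.55), each higher in colon, and Sstr2, a somatostatin receptor gene (-2.99, standard error 0.68), and Nr2f1 (-1.88, standard error 0.51), which were lower. Each gene after Olfm4 had an adjusted p of 0.99948, and Defa20, Defa32, Npc1l1 and Sstr2 were chosen after their values were seen.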

While 331, 516, and 916 genes were changed uniquely in duodenum, ileum, and colon, respectively, only 16–29 genes were shared between pairs of tissues (Figure 2C). 

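At an unadjusted p under 0.05 with edgeR, 135 genes passed in duodenum alone, 337 in ileum alone and 687 in colon alone. Duodenum and ileum shared 9 genes, 4 higher and 5 lower in both, where 2.83 are due by chance if regions are independent, as taken for each pair here. Among them were Akr1b7 (-0.61 in duodenum and -0.38 in ileum), Snph, a syntaxin-binding protein gene (0.34 and 0.35), and the immunoglobulin segments Igkv1-122 (2.22 and 3.29) and Ighv1-19 (-2.26 and -2.30). Duodenum and colon shared 11 genes, 2 higher and 7 lower in both and 2 in opposite directions, where 5.94 are due by chance. These included Nck1 (-0.32 and -0.18), Ip6k2, an inositol phosphate kinase gene (-0.40 and 0.30), and Igkv4-53 (-2.03 and -2.14). Ileum and colon shared 22 genes, 4 higher and 12 lower in both and 6 in opposite directions, where 15.7 are due by chance, such as Plekha1 (-0.35 and -0.35), Nt5e, an ectonucleotidase gene (-1.19 and -0.27), and Ighv1-63 (-1.87 and -2.38). Segments of antigen receptors, which can share reads, were 6 of the 9, 5 of the 11 and 4 of the 22 shared genes.

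With DESeq2, the pairs shared 19, 21 and 27 genes in the same order. Without Cre+ replicate 4 the edgeR counts were 42, 38 and 97. The first pair shared 22 genes without Cre+ replicate 1, 21 without Cre- replicate 1 and 18 without Cre- replicate 2. The second pair shared 24 without Cre+ replicate 1, 31 without Cre- replicate 1 and 22 without Cre+ replicate 3, and the third 35 without Cre- replicate 2, 13 without Cre+ replicate 2 and 12 without Cre- replicate 4.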

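Igkv4-91, a light chain variable segment on chromosome 6 of mm10 from 68768555 to 68769103, and Ighv1-58, a heavy chain variable segment on chromosome 12 from 115312166 to 115312599, are rearranged in single clones of B cells and plasma cells. Igkv4-91 was at 3.83 ± 2.44 CPM (SD, n = 4) in the duodenum of Cre+ mice and 24.0 ± 12.8 CPM (SD, n = 4) in that of Cre- mice, a log2FC of -2.64 (standard error 0.62). It was at 0.95 ± 0.78 and 5.18 ± 4.49 CPM in ileum (log2FC -2.45, standard error 0.71) and at 12.7 ± 9.98 and 63.6 ± 53.5 CPM in colon (log2FC -2.32, standard error 0.66). Ighv1-58 had a log2FC of -3.89 (standard error 0.83) in duodenum, -2.27 (standard error 0.88) in ileum and -3.08 (standard error 0.84) in colon. Its libraries did not overlap between genotypes in the colon (exact permutation p = 0.0286), but did in duodenum and ileum. The colon library of Cre- replicate 2 held 141 CPM of Igkv4-91, and the other Cre- colon libraries 24.8 to 56.9 CPM. The adjusted p-values were 0.990 or more in each region with edgeR.

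These were the 2 genes with an unadjusted p under 0.05 in all 3 regions, with edgeR. With regions taken as independent, 0.118 are due by chance, but libraries of the same mice would not be independent. With at least 10 counts required in every library, 0 genes were shared. Leaving out the libraries of 1 genotype and number in each region, the number was 9 without Cre+ replicate 4 and 7 without Cre- replicate 2. It was 4 without Cre+ replicate 1 or Cre- replicate 1, and 1 without Cre- replicate 4. The median pairwise correlation of 144 immunoglobulin segments between regions was 0.593 for libraries with the same genotype and number and -0.098 for other pairs.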

Remarkably, only two genes were differentially expressed between Cre^-^ and Cre^+^ mice in all three tissue regions (*Igkv4-91* and *Ighv1-58*), suggesting that enteric glia exert region-specific effects along the longitudinal axis of the intestine.

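Lyz1 lies on chromosome 10 of mm10 from 117287797 to 117292868 and encodes the lysozyme stored in Paneth cell granules. In the colon it was at 26.8 ± 7.12 CPM (SD, n = 4) in Cre+ mice and 10.4 ± 2.39 CPM (SD, n = 4) in Cre- mice, a log2FC of 1.36 (standard error 0.22, 95% confidence interval 0.88 to 1.85). Each Cre+ library was above each Cre- library (exact permutation p = 0.0286, the smallest that 4 against 4 allow). It had the smallest p of the colon fit, and an adjusted p of 0.990 with edgeR. For comparison, Lyz1 was at 4643 ± 414 CPM in the ileum of Cre- mice.

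Genes specific to the ileum were measured in the same colon libraries. Over 41 genes other than Paneth cell genes that are at least 100 times as abundant in ileum as in colon, the colon libraries of Cre+ mice held 0.471 ± 0.171% of the ileal level (SD, n = 4) and those of Cre- mice 0.230 ± 0.128% (SD, n = 4, exact permutation p = 0.0571). The difference in Lyz1 between genotypes was 0.365% of its level in ileum, and the median difference of the ileum-specific genes was 0.199%, with quartiles of 0.0803% and 0.375%. By the same measure the difference was 0.331% for Olfm4, 0.417% for Naaladl1 and 0.314% for Anpep, which are not among the 41. This comparison was chosen after the data were seen.

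**Figure D2:**
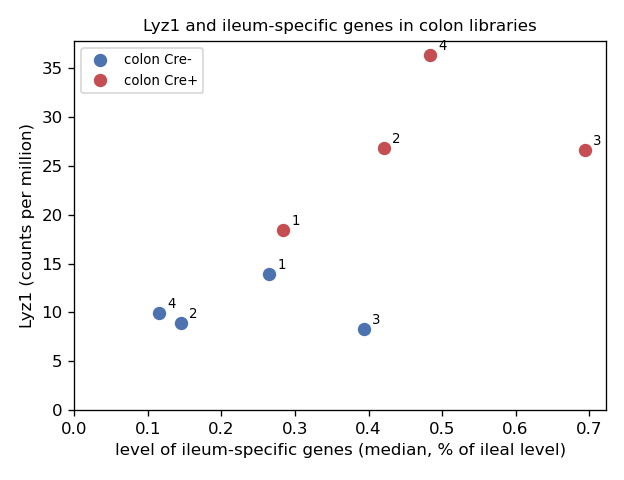
Lyz1 in CPM of total counts, without TMM factors (vertical axis) against the level of ileum-specific genes as a percentage of their ileal level (horizontal axis) in the 8 colon libraries, numbered by replicate. The Cre+ libraries lie at 18.4 to 36.4 CPM and the Cre- libraries at 8.32 to 14.0 CPM.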

Focusing on the colon, which showed the most evidence of altered gene expression upon glial loss, we examined the expression of *Lyz1*, the top gene upregulated in Cre^+^ mice (Figure 2B, Figure 2—figure supplement 1B). LYZ1 is an antimicrobial peptide (AMP) that is highly and relatively specifically expressed by Paneth cells in the small intestine (Figure 2—figure supplement 1A; Peeters and Vantrappen, 1975). Quantitative RT-PCR (qPCR) of colonic tissue isolated from independent cohorts of Plp1^CreER^ Rosa26^DTA/+^ mice confirmed upregulation of *Lyz1* in the colons of Cre^+^ mice (Figure 2—figure supplement 2B). 

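Of 39 listed α-defensin genes, 8 passed the filter on low counts in the colon. All 8 had a log2FC above 0 in Cre+ mice, with a median of 1.98. The filter asks for counts in no more libraries than 1 genotype holds, so a gene can pass through the Cre+ libraries alone. Defa17 was at a log2FC of 2.72 (standard error 0.72), Defa22 at 2.49 (standard error 0.83), Defa21 at 2.45 (standard error 0.79) and Defa24 at 2.11 (standard error 0.77). These 4 passed when adjusted over the list alone and none passed over all genes tested. Their levels were low: in CPM of total counts, Defa17 was at 0.97 in Cre+ and 0.14 in Cre- mice, and Defa24 at 12.4 and 2.84. Camera gave the list an adjusted p of 1.55e-17, and an adjusted p of 0.172 with an estimated correlation. The α-defensin genes are close paralogs that can share reads, and with an estimated correlation of 0.849 between them they act as few independent genes.

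Of 14 other antimicrobial products, 12 had a log2FC above 0, with a median of 0.28. Lyz1 and Reg3b, an antibacterial lectin gene (2.64, standard error 0.69), passed when adjusted over the list alone, and none passed over all genes. Reg3g, its close relative, was at 2.06 (standard error 0.67) and Zg16, a lectin gene of goblet cells, at -0.17 (standard error 0.19). Camera gave an adjusted p of 2.66e-05 and a p of 0.0791 with an estimated correlation. Lyz1 is the gene the study picked from these libraries, so its list is not independent evidence.

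Enterocyte genes of the distal ileum, some of which serve bile acid and vitamin B uptake, moved with these lists in the colon. Mptx1 is listed both here and among the other antimicrobial products. All 9 had a log2FC above 0 (median 1.12), and 5 passed when adjusted over the list alone, among them the bile acid transporter subunits Slc51a (2.39, standard error 0.71) and Slc51b (0.82, standard error 0.25), Cubn (1.2, standard error 0.37) and Fabp6 (2.1, standard error 0.69). The adjusted p from camera was 4e-12, and 0.108 with an estimated correlation.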

Reactome pathway analysis of differentially enriched genes in the colon also highlighted pathways characteristic of Paneth cells including defensins and other AMPs (Figure 2—figure supplement 2C). Paneth cells are not typically present in the healthy mouse colon and their ectopic appearance is considered a marker of inflammation (Hertzog, 1937; Paterson and Watson, 1961; Tanaka et al., 2001; Singh et al., 2020). To determine if glial depletion provoked the formation of ectopic Paneth cells, we performed IHC for LYZ1 and DEFA5, a second and independent marker of Paneth cells (Jones and Bevins, 1992; Salzman et al., 2003). Although both markers robustly labeled Paneth cells in the small intestine, no LYZ1- or DEFA5-immunoreactive epithelial cells were detected in the colons of either Cre^-^ or Cre^+^ mice (Figure 2—figure supplement 2D). These data suggest that acute glial depletion causes transcriptional dysregulation in the colon linked to Paneth cell biology without evidence of ectopic Paneth cells or corresponding changes in proteins.

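Over the Paneth cell signature of 53 genes from single-cell data, 25 of the 36 tested in colon had a log2FC above 0, with a median of 0.20 and a mean of 0.45. In the colon, 5 genes had an unadjusted p under 0.05, all higher in Cre+ mice, 0 passed over all genes and 1, Lyz1, passed when adjusted over the list alone. Camera gave an adjusted p of 0.00013, and p = 0.0517 with an estimated correlation. Without the α-defensin genes the median was 0.11 and the adjusted p 0.194. With all members, the median was 0.09 with 10 counts in every library (adjusted p = 0.205). With ileal counts subtracted, chosen after seeing the data, it was 0.11, both above the lowest share (adjusted p = 0.306) and in full (adjusted p = 0.29). Of the secreted members, 16 of 22 were above 0, with an adjusted p of 4.6e-07, which did not pass with an estimated correlation (p = 0.0229, adjusted p = 0.235). The members that are not secreted had an adjusted p of 0.698, and the difference between the parts was not tested. The median fell by 0.0227 below 0 without Cre- replicate 2, while the test stayed higher (adjusted p = 0.00267), and it was 0.75 without Cre- replicate 3, 0.03 without Cre+ replicate 1, 0.04 without Cre+ replicate 3, 0.08 without Cre- replicate 4 and 0.11 without Cre- replicate 1.

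The enterocyte signature of the same source had a median log2FC of -0.01 and a mean of 0.30 in colon, with 11 genes higher and 1 lower at an unadjusted p under 0.05 and an adjusted p of 0.019 in the upward direction (p = 0.323 with an estimated correlation). Of 16 small intestinal enterocyte genes, 10 were above 0 and 4 passed when adjusted over the list alone: Anpep (1.08, standard error 0.24), Naaladl1, Ace2, the angiotensin-converting enzyme 2 gene (0.58, standard error 0.17), and Sis, the sucrase-isomaltase gene (2.71, standard error 0.88). That list had an adjusted p of 4.6e-07 from camera and a p of 0.0799 with an estimated correlation. Naaladl1 and Anpep are among the genes the study names or tabulates for these libraries, so the list is not independent evidence of its direction. All 9 distal ileal enterocyte genes lay above 0 (median 1.12, adjusted p = 4e-12, and 0.108 with an estimated correlation). Colonocyte genes lay below 0 in 8 of 8 cases (median -0.26, adjusted p = 0.00237, p = 0.0526 with an estimated correlation), with Slc26a3, an anion exchanger gene, at -0.49 (standard error 0.20) and Scnn1a, a sodium channel subunit gene, at -0.30 (standard error 0.12).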

### Glial depletion selectively alters Paneth cells in the small intestine

Previous studies have indicated that glia might be most important for epithelial homeostasis in the ileum (Bush et al., 1998; Cornet et al., 2001). Although epithelial cells are well-represented in whole gut transcriptomes, there are many other abundant cell types such as immune cells that are also present. 

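Epithelium was scraped from the most distal 6 cm of small intestine after 10 min in 5 mM EDTA, while the whole-tissue segment was proximal ileum. Epithelial RNA was sequenced from 4 Cre+ and 4 Cre- male mice 11 days after tamoxifen. The reads were trimmed, aligned and counted by the authors as for the whole tissue. Total counts per library were 15415333 to 16774172 (median 16464848) for Cre+ mice and 15548129 to 18913972 (median 17262357) for Cre- mice. The 8 libraries were fitted alone with the same edgeR model, which kept 14445 genes. The libraries of Cre+ replicate 4 and Cre- replicates 3 and 4 were the lowest on the first principal component, which held 68.5% of the variance, with Cre+ replicate 2 between them and the other 4.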

To investigate glial effects on epithelial cells more specifically, we mechanically isolated the ileal epithelium from glial-ablated and control mice at 11dpt and examined gene expression by RNA-Seq. DESeq2 and DiVenn analysis detected minimal overlap in the transcriptional changes observed in the whole ileum compared to the ileal epithelium, supporting the utility of focused epithelial analysis (Figure 3A).

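Whole ileum and ileal epithelium shared 9 genes at an unadjusted p under 0.05 with edgeR, where 4.33 are due by chance. Of these, 4 were higher and 3 lower in both, and 2 went in opposite directions. The whole tissue was proximal ileum and the epithelium came from the most distal ileum, so site and fraction differ together. There were 357 genes that passed in whole ileum alone and 188 in epithelium alone. Tiparp was at a log2FC of -0.52 in ileum and -0.30 in epithelium, Sox4, a transcription factor gene of progenitor cells, at 0.46 and 0.36, Zfp553 at 0.34 and 0.25, and Hsbp1l1 at 1.16 and 0.86. Igkv4-91 (-2.45 and -2.73) and Igkv5-39 (2.23 and 2.04) are immunoglobulin segments. DESeq2 gave 13 shared genes. The edgeR count was 176 without Cre+ replicate 4, 35 without Cre- replicate 2, 20 without Cre- replicate 1, 15 without Cre+ replicate 3 and 6 without Cre- replicate 3 or Cre+ replicate 2.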

**Figure 3.**
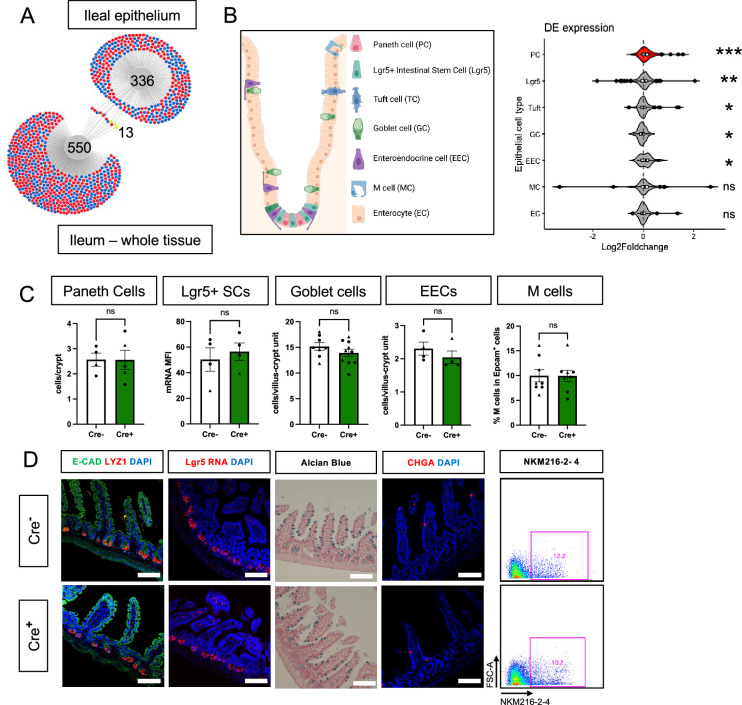
Glial ablation causes enrichment of specific epithelial cell type signatures without altering epithelial composition. (**A**) DiVenn analysis illustrates genes that were consistently up- (red) or down-regulated (blue) in the ileal epithelia and full-thickness ileal segments of Cre+ mice compared to Cre- controls at 11dpt with p<0.05 threshold for significance. Yellow color marks genes with discordant direction of change between the ileal epithelia and full-thickness ileal segments. (**B**) Gene set enrichment analysis (GSEA) of gene expression data from Cre+ vs. Cre- ileal epithelium using single-cell gene signatures for epithelial cell types (schematic representation of component cell types on the left) derived from Haber et al., 2017, Supplementary file 1. The Paneth cell signature was most significantly enriched in the ileal epithelium of glia-depleted mice. Red color denotes the significant enrichment consistent across two independent GSEA. Thresholds for DE analysis: p-value <0.05. *** p<0.001, FDR <0.001, ** p<0.001, FDR <0.01, * p<0.05, FDR <0.05, ns – non-significant. Panel B created with BioRender.com. (**C, D**) Quantification of epithelial subtypes in the small intestines of Cre- and Cre+ mice with representative IHC images and flow cytometry plots below each graph showing the marker and approach used for cell identification. Each data point represents an individual mouse, with triangles representing males and circles representing females (Paneth cells: n=4 for Cre-, n=5 for Cre+; Lgr5+ SCs: n=4 for Cre- and Cre+; Goblet Cells: n=8 for Cre-, n=10 for Cre+; EECs: n=4 for Cre- and Cre+, M cells: n=8 for Cre- and Cre+). Error bars represent SEM. ns - not significant by unpaired parametric *t*-test. Scale bar = 100 μm. E-Cadherin (E-CAD) labels cell borders, LYZ1 marks Paneth cells, *Lgr5* transcript expression marks intestinal stem cells (SCs), Alcian blue marks goblet cells, Chromogranin A (CHGA) marks enteroendocrine cells, and NKM216-2-4 identifies microfold (M) cells by flow cytometry. Cell nuclei are labeled with DAPI (blue) in the IHC panels.

**Figure 3—figure supplement 1.**
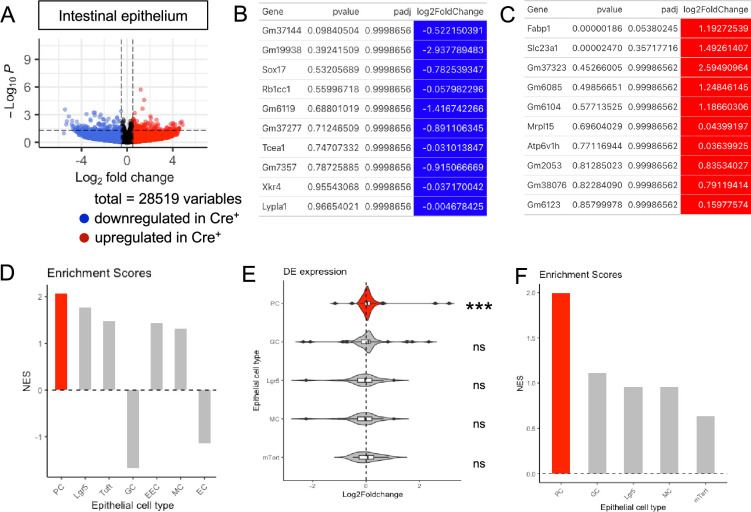
Transcriptional profiling of the ileal epithelium in glial-ablated mice reveals enrichment of Paneth cell signatures. (**A**) Volcano plots showing differentially expressed genes in ileal epithelia of Cre- and Cre+ mice. Red and blue colors denote up- and down-regulated genes in Cre+ mice compared to Cre- mice with p-value <0.05, respectively. No genes reached statistical significance cutoff of padj <0.05. Differential analysis was conducted using DESeq2. (**B, C**) Top 10 down- (**B**) and upregulated (**C**) genes in the ileal epithelia of Cre+ mice compared to Cre- controls, ordered by p-value. Differential analysis was conducted using DESeq2. (**D**) Related to Main Figure 3B. Normalized enrichment scores from GSEA performed using cell-type-specific signatures derived from scRNAseq study of the ileal epithelium (Haber et al., 2017, Supplementary file 1). Red color denotes the significant enrichment consistent across two independent GSEAs. (**E**) GSEA gene expression data from Cre+ vs. Cre- ileal epithelium using cell signatures curated from transcriptional profiling of individual cell types purified by genetic reporter expression (see Supplementary file 2 for gene lists). The Paneth cell signature was most significantly enriched in the ileal epithelium of glia-depleted mice. Thresholds for DE analysis: p-value <0.05. *** p<0.001, FDR <0.001. (**F**) Related to (**E**), normalized enrichment scores from GSEA.

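Ranked by p-value in the epithelial libraries, among genes whose genotypes did not overlap, the higher ones in Cre+ mice included Rec8, a meiotic cohesin gene (1.33, standard error 0.36), Ndufa6, a gene of respiratory complex I (0.22, standard error 0.06), and Il33, the gene of an alarmin cytokine (0.89, standard error 0.28). The lower ones included Tiparp (-0.30, standard error 0.08), Lancl3 (-0.82, standard error 0.26) and Plet1, a surface protein gene of epithelial progenitors (-1.0, standard error 0.32). Their levels ranged from 0.41 ± 0.10 CPM for Plet1 to 112 ± 4.85 CPM for Ndufa6 in Cre+ mice (SD, n = 4), and none passed an adjusted p under 0.05 with edgeR or DESeq2.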

Most intestinal epithelial cells turn over every 3–5 days (Darwich et al., 2014) and thus the majority of cells represented in the epithelial transcriptome of Cre^+^ mice would not have experienced glial interactions. Nevertheless, epithelial gene expression was similar in control and glial-ablated mice, mirroring the findings from whole tissue. 

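In the ileal epithelium, Fabp1, a fatty acid-binding protein gene of enterocytes, was at 14.0 ± 2.59 CPM (SD, n = 4) in Cre+ mice and 6.06 ± 2.14 CPM (SD, n = 4) in Cre- mice, a log2FC of 1.2 (standard error 0.25). Slc23a1, a vitamin C transporter gene, was at 4.18 ± 1.78 and 1.63 ± 0.35 CPM (log2FC 1.35, standard error 0.31), and Hsph1, a heat shock protein gene, at 22.7 ± 4.11 and 32.9 ± 4.00 CPM (log2FC -0.53, standard error 0.14). The adjusted p of each was 0.99978 with edgeR. Of 14445 genes, 0 passed an adjusted p under 0.05 with edgeR, and 0 with DESeq2. At an unadjusted p under 0.05, edgeR gave 197 genes, 118 higher and 79 lower in Cre+ mice, where 722 are due by chance, and DESeq2 gave 233. The genotypes did not overlap for 159 genes (1.1%), where chance gives 2.86%. The edgeR count was 770 without Cre+ replicate 4, 586 without Cre- replicate 2, 117 without Cre+ replicate 2 and 107 without Cre- replicate 3. With Cre+ replicate 4 and Cre- replicates 3 and 4 as a covariate, chosen after seeing the data, 0 passed the adjusted threshold and 228 had an unadjusted p under 0.05.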

No genes reached the p_adj_ <0.05 threshold of significance for differential expression (Figure 3—figure supplement 1A–C).

The intestinal epithelium is composed of a diverse array of cells including absorptive enterocytes, Lgr5^+^ stem cells, and various secretory cell types (Figure 3B). To determine if glial depletion selectively affected any of these cell types, we performed gene set enrichment analysis (GSEA) using cell-type-specific signatures obtained from a published scRNAseq study (Haber et al., 2017; Supplementary file 1). Several of these signatures, most significantly that of Paneth cells (p<0.001, FDR <0.001), were enriched in the transcriptional profile of Cre^+^ mice (Figure 3B, Figure 3—figure supplement 1D). 

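In the ileal epithelium, 25 of the 45 tested genes of the Paneth cell signature had a log2FC above 0 in Cre+ mice, with a median of 0.06. The members with the smallest p were Mptx1, a pentraxin gene (0.42, standard error 0.20), Clps, a colipase gene (0.17, standard error 0.09), Defa20 (0.20, standard error 0.12) and Insrr, an insulin receptor-related gene (0.30, standard error 0.19). No member passed an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. Camera gave an adjusted p of 0.0748 in the upward direction over 6 complete signatures, and p = 0.234 with an estimated correlation. A preranked enrichment test with 10000 permutations of genes, which treats genes as independent, gave a normalized enrichment score of 1.90 (adjusted p = 0.00598), the highest of the 6 signatures. Camera on the DESeq2 ranking gave an adjusted p of 0.00588.

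The other complete signatures did not pass, and none of their genes passed when adjusted over the list alone. The M cell signature had an adjusted p of 0.0748 (score 1.565), the enteroendocrine signature 0.247 (score 1.32) and the enterocyte signature 0.773 (score -0.86). The camera direction of the enterocyte signature was down, as was its median (-0.03), while its mean was 0.03. Leaving out Cre- replicate 2, Cre+ replicate 1 or Cre+ replicate 3, 1 of these other signatures passed. The Paneth signature passed without Cre- replicate 3 (adjusted p = 0.0371) and without Cre+ replicate 4 (adjusted p = 0.0148), while without Cre- replicate 4 its adjusted p was 0.666. With Cre+ replicate 4 and Cre- replicates 3 and 4 as a covariate, chosen after seeing the data, its adjusted p was 0.552. The median was 0.10 without Cre- replicate 1, 0.02 without Cre- replicate 2 and 0.03 without Cre+ replicate 3.

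In the whole ileum, 34 of 44 Paneth genes lay above 0 (median 0.05, adjusted p = 0.109). In the duodenum, 38 of 44 did (median 0.36, adjusted p = 1.71e-05, p = 0.208 with an estimated correlation), led by Defa3 (1.50, standard error 0.66) and Mmp7, a protease gene that activates α-defensins (1.33, standard error 0.60). All tested genes of the exocrine pancreas also lay above 0 there, as did 15 of 15 crypt base stem cell genes (median 0.26, adjusted p = 0.0075, p = 0.3 with an estimated correlation). In the ileum, 12 of 15 of these lay above 0 (adjusted p = 0.0382 from camera). With an estimated correlation p was 0.042, which did not pass at an adjusted p of 0.418. The duodenal median of the Paneth genes was 0.54 without Cre- replicates 2 and 3 together, the libraries with the most Gkn1, a setting chosen after seeing the data. It was 0.05 without Cre+ replicate 1, where the direction of the test turned, and 0.17 without Cre- replicate 4 (adjusted p = 0.173). The ileal signature passed without Cre+ replicate 1 (adjusted p = 0.000365) and without Cre+ replicate 2 (adjusted p = 0.0443), and its median was -0.02 without Cre+ replicate 3. Differences in the signature between tissues were not tested. The paper raises changes in how secretory cells differentiate or survive as a possible source, and then reports that their densities did not differ by immunostaining.

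**Figure D3:**
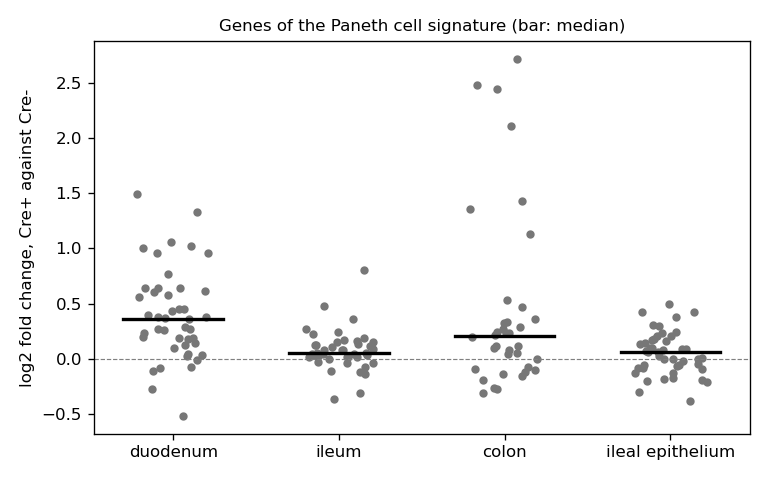
Log2FC of Cre+ over Cre- mice for each tested gene of the Paneth cell signature in duodenum, ileum, colon and ileal epithelium. Each point is 1 gene and the bar is the median. The medians are 0.36, 0.05, 0.20 and 0.06 in that order.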

An independent GSEA using curated cell signatures derived from bulk RNASeq studies also showed an enrichment of the Paneth cell program (p<0.001, FDR <0.001, Figure 3—figure supplement 1E, F).

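From the bulk RNA-seq signatures, the Paneth cell list is held here only in part, so its genes were described without a set test. Of its 35 genes tested in ileal epithelium, 23 had a log2FC above 0 (median 0.07) and 0 had an unadjusted p under 0.05. Defa32 (0.15, standard error 0.10) and Defa30 (0.21, standard error 0.13) were among those with the smallest p, and these α-defensin genes can share reads. Goblet cell genes, also held in part, lay above 0 in 14 of 37 cases (median -0.02) and M cell genes in 21 of 42 (median 0.01). The lists held in full were tested with camera, and neither passed. The Lgr5+ stem cell list of 31 genes had 11 of 22 above 0 (median 0.00, adjusted p = 0.773, 0 adjusted over the list alone), with Atoh8, a transcription factor gene, at 0.59 (standard error 0.32). The mTert list had 2 tested genes, with a median of -0.17 (adjusted p = 0.773). In the whole ileum, the Lgr5+ list had an adjusted p of 0.0339 in the upward direction (p = 0.0525 with an estimated correlation), with Slc38a4, an amino acid transporter gene, at 1.07 (standard error 0.42).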

The observed enrichment of Paneth or other secretory cell signatures could be a result of altered differentiation and/or survival. Immunostaining for molecular markers of Paneth, Lgr5^+^, goblet, enteroendocrine, and microfold (M) cells, however, revealed no difference in their densities in Cre^+^ mice compared to Cre^-^ littermates (Figure 3C–D). In glial-ablated mice, all these cell types also appeared grossly normal, except for Paneth cells (Figure 4A). Paneth cells are highly secretory cells located at the crypt base that are responsible for production and release of the bulk of small intestinal AMPs, such as LYZ1 and α-defensins, which are crucial for homeostatic regulation of the microbiome and innate immunity (Peeters and Vantrappen, 1975; Jones and Bevins, 1992; Salzman et al., 2003; Wilson et al., 1999; Salzman et al., 2010; Clevers and Bevins, 2013). Labeling Paneth cell granules with the fucose-specific lectin UEA-1, revealed that many Paneth cells in Cre^+^ mice had heterogenous secretory granules, some of which appeared giant, fused, or dysmorphic (Figure 4A). On ultrastructural analysis by transmission electron microscopy, Paneth cells in Cre^-^ mice had typical morphology with a pyramidal shape, extensive rough endoplasmic reticulum, and relatively homogenous, electron-dense granules with haloes, which were oriented toward the apical surface of the cell (Figure 4B). In Cre^+^ mice, Paneth cells had normal rough endoplasmic reticulum, but many exhibited a globular morphology and contained more heterogeneous granules (Figure 4B). In contrast, neighboring intestinal stem cells in the crypt base, as well as other secretory cell types such as enteroendocrine cells and goblet cells appeared no different in Cre^-^ and Cre^+^ mice (Figure 4—figure supplement 1). 

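Crypt base stem cell genes in the ileal epithelium had a median log2FC of 0.01 over 15 genes (adjusted p = 0.644 from camera). Sox9, a transcription factor gene of crypt cells, was at 0.23 (standard error 0.10). The single-cell Lgr5+ stem cell list, held in part and not tested as a set, had 62 of 62 genes above 0 (median 0.15). Goblet cell genes had a median of 0.02 over 17 genes (adjusted p = 0.789) and tuft cell genes 0.06 over 11 genes (adjusted p = 0.92). A list of 18 enteroendocrine genes was higher in Cre+ mice by camera, with 14 above 0 (median 0.11, adjusted p = 0.00036, p = 0.0768 with an estimated correlation). The proximal enterocyte list, with 7 of 11 genes above 0 (median 0.28, adjusted p = 0.00036, p = 0.0344 with an estimated correlation, which did not pass at an adjusted p of 0.723), held Fabp1 and Lct, the lactase gene (1.74, standard error 0.79). Fabp1 passed when adjusted over that list alone, and no enteroendocrine gene did so over its own. Of 17 proliferation genes, 16 were below 0 (median -0.13, adjusted p = 0.0201, p = 0.426 with an estimated correlation).

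Lists of the secretory pathway were tested in the same libraries. Granule exocytosis genes lay above 0 in 12 of 15 cases (median 0.07, adjusted p = 0.0749), and unfolded protein response genes below 0 in 12 of 19 (median -0.15, adjusted p = 0.0201, p = 0.198 with an estimated correlation), with Hspa5, the chaperone BiP, at -0.38 (standard error 0.20) and Hsp90b1 at -0.28 (standard error 0.17).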

In sum, glial depletion did not provoke major shifts in small intestinal epithelial gene expression or cell composition but caused upregulation of Paneth cell genes associated with specific morphological changes that were highly specific to this cell type.

**Figure 4.**
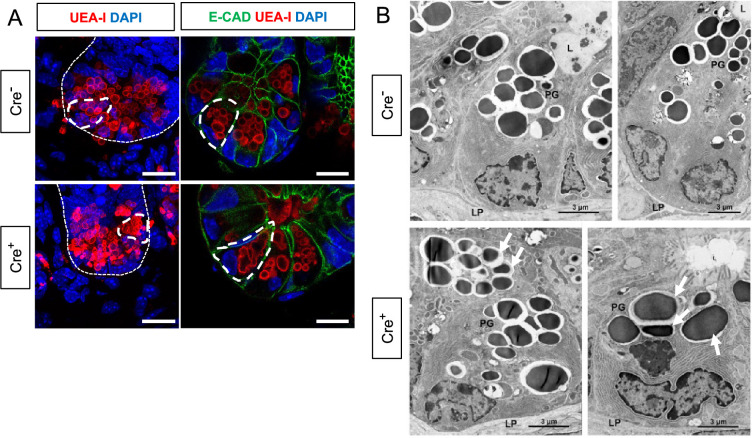
Glial depletion triggers morphological changes in Paneth cells. (**A**) Representative images of UEA-I staining of Paneth cell granules in the small intestine of Cre- and Cre+ mice (observed in at least three mice per genotype). Scale bar = 10 μm. (**B**) Representative transmission electron microscopy images of Paneth cells (n=2 mice per genotype from independent cohorts). Paneth cells in Cre+ mice are globular, exhibit loss of polarity, and have heterogeneous granules (arrows indicate errant granules). L, Lumen of the intestinal crypts; LP, lamina propria; PG, Paneth granule. Scale bar = 3 μm.

**Figure 4—figure supplement 1.**
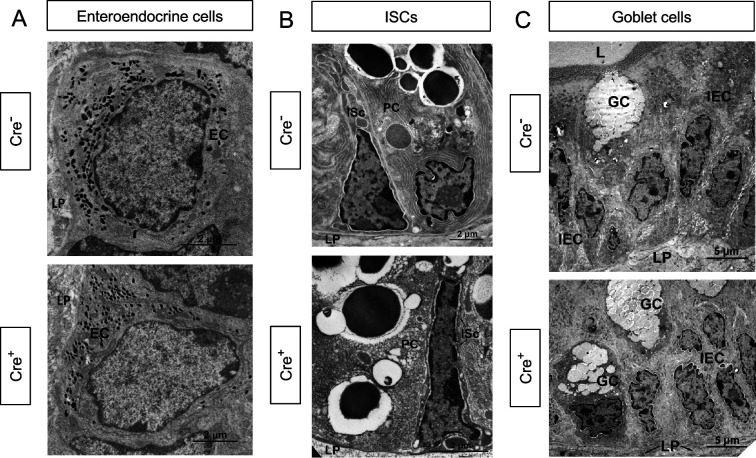
Glial depletion does not affect the ultrastructure of enteroendocrine cells, crypt base stem cells, or goblet cells. (**A-C**) Transmission electron microscopy of enteroendocrine cells (**A**; EC), crypt base intestinal stem cells (B; ISc), and goblet cells (**C**; GC) reveal no changes in the morphology of these cells in 9dpt Cre+ mice compared to Cre- littermate controls studied in parallel. Representative images are from n=2 mice per genotype from independent cohorts. IEC, Intestinal Epithelial Cell; LP, Lamina propria; L, Lumen; PC, Paneth cell. Scale bar = (**A, B**) 2 μm, (**C**) 5 μm.

### Glial depletion impairs Paneth cell secretory activity

Paneth cells secrete their granules both constitutively and in response to various stimuli, such as pathogen-associated molecular patterns (Ayabe et al., 2000) and cholinergic agonists (Satoh et al., 1989). At the level of individual cells, disruption of this secretory activity can manifest as accumulation and/or fusion of their secretory granules (Satoh, 1988; Ahonen, 1973). The abnormal granule appearance in Cre^+^ mice suggested that glial depletion might compromise Paneth cell secretion. Consistent with this possibility, the ‘extracellular’ and ‘secretory’ cellular compartments were most enriched in pathway analysis of Paneth cell genes that were changed in glial-depleted mice (Figure 5A). 

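The Paneth cell signature was parted into genes of secreted products, such as defensins, lysozyme and phospholipases, and genes whose products are not secreted, with 1 member, the pseudogene Defa-ps1, in neither part. Of the secreted members, 17 of 28 tested in ileal epithelium had a log2FC above 0, with a median of 0.08, and camera gave an adjusted p of 0.0506 over 41 lists (p = 0.185 with an estimated correlation). Defa22, with a log2FC of 0.13 (standard error 0.09), was among the 4 with the smallest p. Of 16 members that are not secreted, 8 lay above 0 (median -0.01, adjusted p = 0.561). Their median was below 0, while their mean was 0.05 and the test pointed up. Klf15, a transcription factor gene, was at 0.49 (standard error 0.32) and Slc30a2, a zinc transporter gene, at 0.29 (standard error 0.20). No member of either group passed an unadjusted p under 0.05 or passed when adjusted over the list alone. The α-defensin genes as a group lay above 0 in 13 of 22 cases (median 0.08, adjusted p = 0.0677), and other antimicrobial products in 7 of 16 (median -0.02, adjusted p = 0.887).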

Paneth cell secretion has often been measured in preparations of mechanically isolated epithelial crypts or enteroids (Ayabe et al., 2000; Yokoi et al., 2019). These preparations, however, are denervated and lack key neighboring cells including glia. To enable measurement of Paneth cell secretion in a more native environment, we developed an explant-based activity assay to measure luminal lysozyme secretion (Figure 5B). Supporting this assay’s specificity for Paneth cell-derived lysozyme, pre-treatment of mice with dithizone, a zinc chelator known to selectively deplete Paneth cell granules (Sawada et al., 1991; Lueschow et al., 2018), reduced detectable lysozyme activity (Figure 5C). Utilizing this assay, we found that small intestinal explants from Cre^+^ mice secreted less active lysozyme than those from Cre^-^ controls (Figure 5C), indicating that glial loss disrupts Paneth cell secretion.

**Figure 5.**
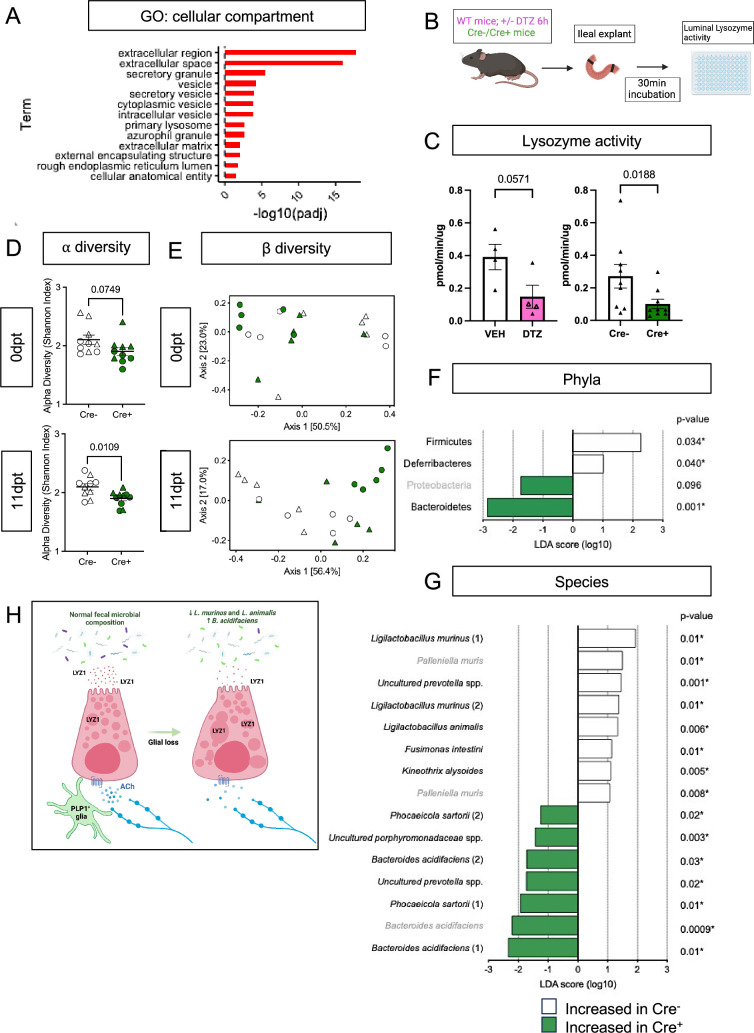
Enteric glial depletion impairs Paneth cell secretion and alters the composition of the gut microbiome. (**A**) Pathway analysis using GO term for cellular compartment shows significant enrichment of Paneth cell genes in glial-depleted mice. (**B**) Schematic of explant assay used to analyze Paneth cell secretion. Small intestinal explants were acutely isolated, ligated at both ends, and incubated in oxygenated media at 37 °C for 30 min. Luminal contents were then extracted and analyzed for lysozyme activity by fluorometric assay. Panel B created with BioRender.com. (**C**) Luminal lysozyme activity in ileal explants from Cre+ and Cre- mice. Lysozyme activity was lower in ileal explants from Cre+ mice compared to Cre- littermate controls (p=0.0188), mirroring the effects of Paneth cell disruption by dithizone (DTZ) in wildtype mice (p=0.0571). Each data point represents one mouse (n=4 per treatment, n=9 mice per genotype). Open triangles in DTZ group represent subset of explants incubated with 10 µM carbachol to stimulate secretion. Error bars represent SEM. ns – non-significant, p values shown are from Mann-Whitney U test. (**D-G**) Microbiome analysis by 16S rDNA sequencing of fecal pellets from Cre- and Cre+ mice at 0dpt (baseline, pre-induction) and 11dpt. Graphs depict ⍺-diversity (**D**) and β-diversity (**E**) where each data point represent one mouse, with triangles indicating males and circles indicating females (n=10 for Cre- and Cre+). Error bars represent SEM. p-values reflect unpaired parametric *t*-. test. Analysis of phylum- (**F**) and species- (**G**) specific differences at 11dpt using LEfSe (p<0.1, LDA >1, FDR-adjusted significance values provided). Any phyla or species detected as differentially abundant at baseline are demarcated in grey. (**H**) Working model of glial regulation of Paneth cell function. In the normal intestine, Paneth cells are loaded with secretory granules containing LYZ1 that are released into the gut lumen in response to acetylcholine (ACh) and other signals to regulate microbial composition. Upon glial depletion, Paneth cell secretion is disrupted leading to dysmorphic granules, diminished LYZ1 secretion, and altered fecal microbial composition. This occurs without a change in Paneth cell number, loss of muscarinic acetylcholine receptor expression, or denervation of the cholinergic fibers that normally surround epithelial crypts. Panel H created with BioRender.com.

**Figure 5—figure supplement 1.**
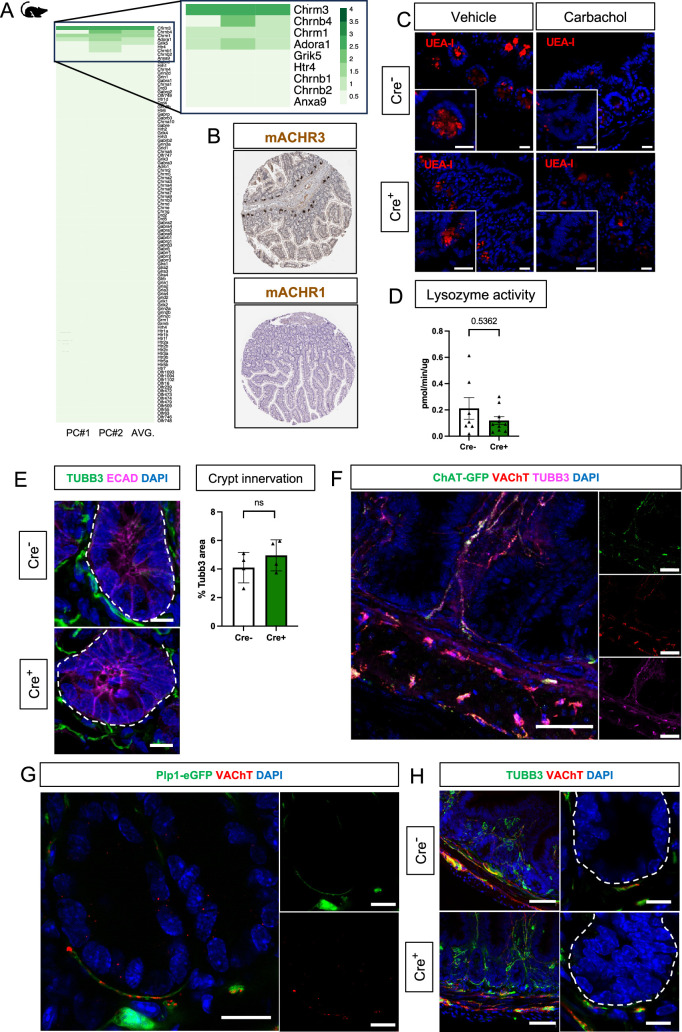
Depletion of enteric glia does not alter epithelial crypt innervation. (**A**) Heatmap of neurotransmitter receptor gene expression following GSEA of publicly available RNAseq data from mouse Paneth cells isolated by cell sorting (Yu et al., 2018). Neurotransmitter receptors gene set was derived from Qiagen Ingenuity Pathway Analysis. A subset of genes encoding receptors for acetylcholine, specifically *Chrm3*, *Chrnb4*, and *Chrm1*, exhibit the strongest expression in Paneth cells. (**B**) Representative images of immunohistochemistry for mAChR3 (n=2) and mAChR1 (n=1) in the human small intestine show high expression of mAChR3 (encoded by *CHRM3*) in Paneth cells (Protein Atlas, http://www.proteinatlas.org/). (**C**) Representative images of cross-sections of ileum from explants isolated from Cre- and Cre+ mice, incubated with the cholinergic agonist carbachol (10 µM) or vehicle for 30 min, and stained with UEA-I (red) to label Paneth cell granules (n=3 mice per condition). Paneth cells in both groups of mice showed loss of UEA-I+ granules upon cholinergic stimulation. Scale bar = 20 μm. (**D**) Lysozyme activity in luminal contents of ileal explants from Cre- and Cre+ mice following incubation with carbachol (10 µM) for 30 min. No difference between explants from Cre- and Cre+ mice was detected. Each data point represents one mouse (n=7–10 mice per genotype). Error bars represent SEM. ns – no significant difference in means by Mann-Whitney U test. (**E**) Representative IHC images of intestinal epithelial crypts from ileal segments of Cre- and Cre+ mice immunostained for ECAD (magenta) to label epithelial cell borders and TUBB3 (green) to label nerve fibers. Individual crypts are outlined by a dashed line. Quantification of crypt-proximal TUBB3+ neuronal fibers reveals no difference between Cre- and Cre+ mice (n = 4 mice per genotype). Error bars represent SEM. ns - no significant difference in means by unpaired parametric *t*-test. Scale bar = 10 μm. (**F**) Representative IHC images for VAChT (red) and TUBB3 (magenta) in the ileum of an adult ChAT-GFP mouse. The majority of TUBB3 immunoreactivity around epithelial crypts colocalizes with GFP (green), indicating that cholinergic fibers (green) comprise most of the crypt-innervating fibers. Scale bar = 50 μm. (**G**) Representative IHC images for VAChT (red) labeling cholinergic fibers in the ileum of an adult PLP1-eGFP mouse in which Plp1-expressing enteric glia are labeled with GFP (green). GFP+ glia are tightly associated with crypt-innervating cholinergic fibers. Scale bar = 10 μm. (**H**) Representative IHC images for TUBB3 (green) and VAChT (red) in the ileums of Cre- and Cre+ mice. Individual crypts are magnified in the right panels and outlined by dashed lines. Crypt innervation by fibers labeled with either marker was no different between control and glial-ablated mice. Scale bar = 50 μm (left panels) and 10 μm (right panels). Images in F-H are representative of observations made in three mice per genotype.

**Figure 5—figure supplement 2.**
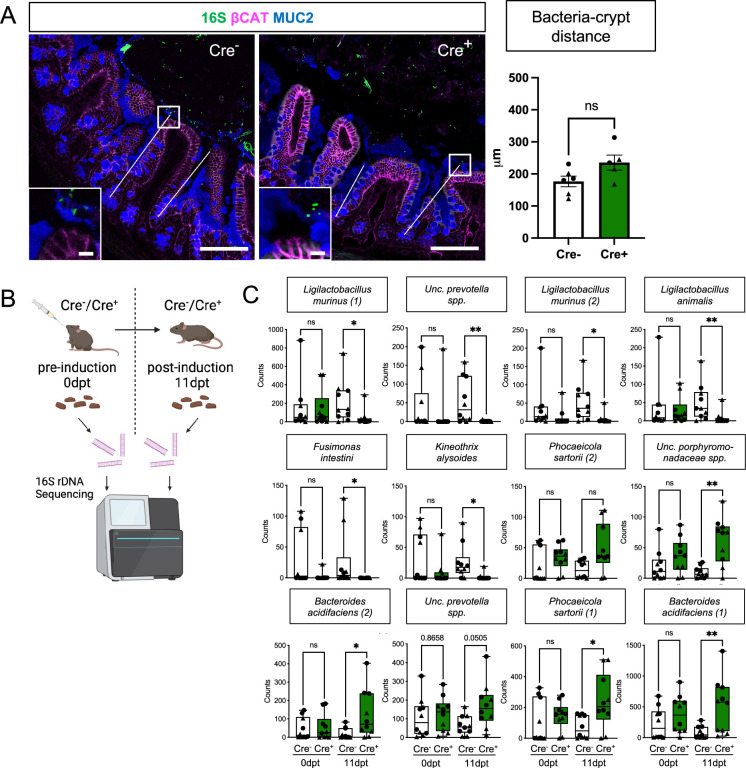
Glial depletion alters gut microbial composition but not the spatial relationship between the host and the bacteria. (**A**) Representative images of 16S rRNA bacterial fluorescent in situ hybridization (green) with IHC for MUC2 (blue) and beta-catenin (magenta) in Cre+ and Cre- mice to visualize bacteria, mucus, and epithelial cell borders, respectively. The distance of the closest bacterial signal to the center of >50 open crypts/mouse was measured and average values per mouse are shown in the graph. Each data point represents one mouse, with triangles indicating males and circles indicating females (n=6 for Cre- and n=5 for Cre+). Error bars represent SEM. ns – non-significant by unpaired t-test. Scale bar = 100 μm (large panels) and 10 μm (insets). (**B**) Schematic of experimental design for microbiome analysis. Fecal pellets from Cre- and Cre+ mice pre- (0dpt) and post-(11dpt) induction were analyzed with 16 S rDNA sequencing. Panel B created with BioRender.com. (**C**) Four-way analysis of species identified as differentially abundant between Cre- and Cre+ mice at 11dpt but not 0dpt (related to Main Figure 5G). Each data point represents one mouse, with triangles indicating males and circles indicating females (n=10 for Cre- and Cre+). Whiskers represent min. and max. values. *p<0.05; **p<0.01; ns – non-significant by Dunn’s multiple comparison test, following Kruskal-Wallis test. Exact p values are included for *Uncultured prevotella spp*.

Cholinergic signaling regulates Paneth cell function (Satoh et al., 1989; Satoh, 1988; Satoh et al., 1992; Satoh et al., 1995; Dolan et al., 2022) and genetic depletion of G proteins that act downstream of muscarinic acetylcholine receptors (AChR) alters granule morphology (Watanabe et al., 2016). Muscarinic acetylcholine receptor 3 (mAChR3) is the major neurotransmitter receptor expressed by Paneth cells (Figure 5—figure supplement 1A, B; Dolan et al., 2022). Its expression level in the epithelium was unchanged by glial loss (log2FC = 0.104762356, p-value = 0.6474, p*_adj_* = 0.9999). 

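Chrm3, the gene of mAChR3, lies on chromosome 13 of mm10 from 9875486 to 10360847. In the ileal epithelium it was at 4.84 ± 1.22 CPM (SD, n = 4) in Cre+ mice and 4.41 ± 0.51 CPM (SD, n = 4) in Cre- mice. The log2FC was 0.13 (standard error 0.21, 95% confidence interval -0.33 to 0.60), with an adjusted p of 0.99978 from edgeR and an exact permutation p of 0.686. It was -0.04 without Cre+ replicate 3. Over a list of 15 acetylcholine receptor genes, 5 of the 8 tested in epithelium had a log2FC above 0 (median 0.11, adjusted p = 0.772 from camera), and 0 passed when adjusted over the list alone.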

In line with this observation, Paneth cells in Cre^+^ mice remained capable of degranulation in response to the cholinergic agonist, carbachol, and secreted similar levels of lysozyme upon carbachol stimulation (Figure 5—figure supplement 1C, D). Thus, Paneth cells in mice lacking enteric glia exhibit morphological and functional evidence of diminished secretory function at baseline but remain competent to respond to at least some stimuli.

Baseline Paneth cell secretion in Cre^+^ mice could be diminished if glia are necessary for tonic Paneth cell stimulation. In the skin, another critical barrier tissue, glia are essential for the maintenance of nerve terminals, and glial depletion causes rapid and dramatic denervation (Li and Ginty, 2014; Rinwa et al., 2021). To determine if enteric glial depletion similarly causes intestinal epithelial denervation that might result in decreased Paneth cell stimulation, we characterized crypt-associated neuronal fibers in Cre^+^ and Cre^-^ mice. Overall, the density of crypt innervation was no different in the two groups of mice (Figure 5—figure supplement 1E). Many types of intrinsic and extrinsic neurons innervate the intestinal epithelium. We found that most nerve fibers surrounding crypts are from cholinergic neurons and these fibers tightly associate with enteric glia (Figure 5—figure supplement 1F, G). Given that muscarinic acetylcholine receptors are among the few neurotransmitter receptors expressed by Paneth cells (Figure 5—figure supplement 1A, B; Dolan et al., 2022), cholinergic neurons are likely the ones most relevant to Paneth cell function. To test whether these neurons are altered by glial depletion, we assessed vesicular acetylcholine transporter (VAChT) immunoreactivity in Cre^-^ and Cre^+^ mice. We observed no difference in the presentation of cholinergic nerve terminals that surround epithelial crypts (Figure 5—figure supplement 1H). These observations establish that glia are not required to maintain epithelial innervation in the intestine and that Paneth cell defects in glial-depleted mice do not result from loss of cholinergic innervation.

### Glial depletion alters gut microbiome composition

Paneth-cell-derived antimicrobial peptides are essential for preventing microbial colonization of intestinal crypts in the small intestine (Meyer-Hoffert et al., 2008; Vaishnava et al., 2011) and modulating the overall structure of the gut microbiome (Salzman et al., 2010; Yu et al., 2020). Bacterial 16S rRNA fluorescent in situ hybridization (FISH) revealed no difference in the average distance between bacteria and intestinal crypts in Cre^-^ and Cre^+^ mice (Figure 5—figure supplement 2A) indicating that glial depletion does not provoke microbial invasion into crypts. To determine if enteric glial loss alters gut microbiome composition, we performed 16S ribosomal DNA sequencing of fecal pellets from Cre^-^ and Cre^+^ mice at baseline (0dpt) and after glial loss (11dpt; Figure 5—figure supplement 2B). Both ⍺- and β-diversity were altered by glial depletion at 11dpt in male and female mice (Figure 5D and E). β-diversity analysis, in particular, revealed clustering of samples by genotype at 11dpt (p=0.003), which explained a significant proportion of the inter-sample variance (R^2^=0.25679, Figure 5E).

Paneth cell secretions can influence the abundance of specific members of the gut microbiome (Salzman et al., 2010; Yu et al., 2020). At the phylum level, use of linear discriminant analysis effect size (LEfSe) detected three phyla that were differentially abundant in Cre^+^ mice at 11dpt but not 0dpt, with Firmicutes and Deferribacteres associated with glial presence and Bacteroidetes associated with glial depletion (Figure 5F; FDR-adjusted p<0.1, LDA >1). At the species level, the abundance of several taxa was altered in Cre^+^ mice relative to Cre^-^ controls at 11dpt (Figure 5G). Many of the species associated with presence of glia were *Lactobacilli* including *Ligilactobacillus murinus* and *L. animalis,* whereas species such as *Bacteroides acidifaciens* were more associated with glial ablation. Four-way analysis of the pre- and post-induction time points confirmed these changes (Figure 5—figure supplement 2C). *L. murinus* and *L. animalis* were previously identified among the species most depleted in the fecal microbiome of Lyz1^-/-^ mice and most enriched in a Lyz1-overexpression model (Yu et al., 2020). Taken together, these observations indicate that genetic depletion of enteric glia disrupts Paneth cell secretion of lysozyme to impact gut microbiome composition.

## Discussion

Enteric glia secrete factors that influence intestinal epithelial cell properties in vitro, but it has remained unclear what, if any, essential roles these cells play in regulating epithelial functions in vivo. Here, we identify *PLP1^+^* cells as the glia that most closely interact with the gut epithelium and show that genetic depletion of these glia in mice does not have major effects on the intestinal transcriptome or the cellular composition of the epithelium. Enteric glial loss, however, does cause dysregulation of Paneth cell gene expression that is associated with morphological disruption of Paneth cells, diminished lysozyme secretion, and altered gut microbial composition. Together, these observations support a working model in which glia are necessary for Paneth cell secretion of proteins that modulate the composition of the gut microbiome, but unlike in the skin, are not required for maintaining epithelial innervation (Figure 5H).

### Disruption of mucosal glia provokes muted and region-specific transcriptional changes in the intestine

Comparing expression of the four molecular markers used most commonly to label enteric glia, we found that SOX10 and PLP1 were the most cell-type-specific for glia in the mucosa, with little to no non-glial expression in healthy or inflamed states in both mouse and human tissues. In contrast, S100B was detectable in a subset of immune cells, while GFAP was variably expressed in the mouse mucosa and largely undetectable in human mucosal glia at the transcript and protein levels. Having identified PLP1 as the molecular marker most widely expressed by enteric glia adjacent to the epithelial layer, we utilized its promoter to probe their functional significance in adult mice using an unbiased approach. Transcriptional profiling of three different intestinal regions, quantification of cell type composition, and assessment of the histological and ultrastructural presentation of various epithelial subtypes all indicated that genetic depletion of enteric glia does not result in broad changes to the intestinal epithelium.

Our observations are contrary to some reports of the effects of *Gfap*^+^ cell depletion (Bush et al., 1998; Cornet et al., 2001; Aubé et al., 2006), but they are consistent with many other studies that did not uncover overt epithelial disruption when: (i) utilizing the *Plp1* or *Sox10* promoters to disrupt glia (Rao et al., 2017; Yuan et al., 2020; Kovler et al., 2021; Baghdadi et al., 2022), (ii) targeting *Gfap^+^* cells in some cases (Yuan et al., 2020; Kovler et al., 2021), or (iii) administering chemical gliotoxins (Aikawa and Suzuki, 1985; Nasser et al., 2006). *Gfap* is often used as a marker of reactive glia in the central nervous system in the context of injury or disease. In the intestinal mucosa of human subjects with small intestinal IBD, however, *GFAP* expression appeared most robust in non-glial cells, at least at the transcriptional level (Martin et al., 2019). Experimental models that employ the *Gfap* promoter to disrupt enteric glia would thus presumably also affect these non-glial cells, which may explain the dramatic epithelial phenotypes reported in some previous studies. Although glia can secrete a variety of factors that modulate epithelial proliferation and barrier integrity in vitro, they do not seem essential for these functions in vivo. This may indicate the existence of redundant mechanisms to preserve these fundamental epithelial functions in vivo and/or that glial-epithelial interactions are more consequential in the context of pathophysiology than normal physiology.

The GI tract exhibits functional, cellular, and molecular specializations along its longitudinal axis. The distinct transcriptional changes resulting from the ablation of PLP1^+^ cells along this axis hint at a regional specialization of enteric glia. Consistent with this possibility, enteric glia have been shown to regulate colonic but not small intestinal GI motility (Rao et al., 2017), control secretomotor responses in the large intestine but not the upper GI tract (Grubišić and Gulbransen, 2017; Cavin et al., 2020), and exert different immunomodulatory roles in the small and large intestines (Ibiza et al., 2016; Progatzky et al., 2021). The region-specific functions of enteric glia as well as the mechanisms underlying this specialization will be informative to explore.

A limitation of our study and all the others to date is the lack of enteric glial-specific molecular markers and genetic promoters. All available tools to label and manipulate enteric glia also target glia in the rest of the nervous system, making it challenging to isolate their functional significance in vivo and shortening experimental timeframes. Future studies utilizing viral or intersectional genetic approaches to target enteric glia more selectively may enable a better understanding of the consequences of long-term glial disruption.

### Enteric glia as putative regulators of Paneth cells

Genetic depletion of enteric glia in adult mice provoked selective transcriptional, morphological, and ultrastructural disruption of Paneth cells, a highly secretory cell type in the small intestinal epithelium that is important for regulation of microbial ecology and innate host defense. Although the close physical association between enteric glia and small intestinal crypts in which Paneth cells reside is well known (Neunlist et al., 2007; Bush et al., 1998; Van Landeghem et al., 2011), to our knowledge this is the first study linking enteric glia and Paneth cell biology. Loss of PLP1^+^ enteric glia did not affect Paneth cell number but caused many of them to lose their typical morphologies and altered the appearance of their secretory granules. These morphological changes were associated with reduced luminal secretion of lysozyme, one of the most abundant AMPs produced by Paneth cells.

Morphologic changes in Paneth cells, similar to those we observed in Cre^+^ mice, have been reported in studies where cholinergic signaling is blocked or vagal innervation to the intestine is severed. For example, the cholinergic antagonist atropine triggers accumulation and enlargement of Paneth cell secretory granules in mice and rats (Satoh, 1988; Satoh et al., 1994; Sundström and Helander, 1980). Activation or inhibition of cholinergic signaling to Paneth cells has also been shown to increase or decrease their secretory activity, respectively (Satoh et al., 1989; Satoh, 1988; Satoh et al., 1992; Satoh et al., 1995). We found that Paneth cells in glial-depleted mice remained competent to respond to cholinergic stimulation. Furthermore, unlike in the skin, glial depletion did not cause denervation. Cholinergic terminals were still present in close proximity to Paneth cells in Cre^+^ mice. These observations suggest that while the infrastructure for neuroepithelial signaling remains intact in the intestines of Cre^+^ mice, neurotransmission across this interface may be compromised in the absence of glia.

An alternative mechanism for glial regulation of Paneth cells is through effects on autophagy, a process important for Paneth cell secretion (Cadwell et al., 2008; Wittkopf et al., 2012; Adolph et al., 2013; Bel et al., 2017). Autophagy-related pathways were not transcriptionally enriched in glia-deficient mice, but glial-derived signals could modulate secretory autophagy in Paneth cells indirectly. For instance, Paneth cells express a receptor for IL-22, a cytokine whose production is stimulated by neurotrophic factors secreted by enteric glia (Ibiza et al., 2016; Gaudino et al., 2021). 

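Over a list of 34 autophagy genes in the ileal epithelium, 23 had a log2FC above 0 and 11 below, with a median of 0.05 and an adjusted p of 0.16 from camera. The members with the smallest p were Tfeb, a transcription factor gene of lysosomal genes (0.26, standard error 0.13), Uvrag (0.20, standard error 0.12), Becn1 (0.11, standard error 0.07) and Atg5 (-0.11, standard error 0.08), and none passed when adjusted over the list alone. The list did not pass in duodenum (median -0.05, adjusted p = 0.149) or in whole ileum (median 0.03, adjusted p = 0.624), where Pik3r4 was at 0.22 (standard error 0.08). In the colon, 26 of 34 genes lay below 0 (median -0.06, adjusted p = 0.00536, p = 0.0419 and adjusted p = 0.343 with an estimated correlation), with Rubcn, an inhibitor of autophagosome maturation, at -0.30 (standard error 0.08) and Nbr1, an autophagy receptor gene, at -0.23 (standard error 0.09). Lists of interleukin-22 and neurotrophic factor genes (median 0.05 over 5 genes, adjusted p = 0.561) and of Wnt ligands and R-spondins (median -0.22 over 6 genes, adjusted p = 0.294) did not pass in the epithelium.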

IL-22 promotes Paneth cell maturation and can license the cells for secretory autophagy in the context of *Salmonella typhimurium* infection (Gaudino et al., 2021). A third potential mechanism is through direct ligand-receptor interactions. Paneth cell development and function are regulated by secreted WNT proteins, which are expressed by subpopulations of enteric glia (Baghdadi et al., 2022). The Paneth cell phenotypes described in mouse models of disrupted WNT signaling differ from those in glial-deficient mice (Batlle et al., 2002; Pinto et al., 2003; van Es et al., 2005; Ireland et al., 2004; Fevr et al., 2007), but this possibility could be further explored.

Although Paneth cells are not typically found in the healthy mouse colon, differential gene expression analysis in glial-deficient mice revealed upregulation of transcripts characteristic of Paneth cells, including *Lyz1*. 

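The effect of genotype on Lyz1 was compared between colon and ileum by the interaction of genotype and region in 1 edgeR fit. The log2FC of Lyz1 was higher in colon than in ileum by 1.35 (standard error 0.29, adjusted p = 0.99948 over the genes tested, and 0.459 with libraries of the same genotype and number taken as 1 mouse), and by 1.34 with DESeq2 (adjusted p = 0.0257). In the ileum itself the log2FC of Lyz1 was 0.02 (standard error 0.17), at 4705 ± 1078 CPM in Cre+ mice (SD, n = 4), and it was -0.04 without Cre- replicate 2, -0.06 without Cre+ replicate 3 and -0.08 without Cre+ replicate 4. In the duodenum it was 0.95 (standard error 0.61), with 316 ± 205 CPM in Cre+ mice and 163 ± 140 CPM in Cre- mice (SD, n = 4), and in the ileal epithelium 0.09 (standard error 0.12). The share of ileal counts in each colon library was estimated from ileum-specific genes, a correction chosen after the data were seen. With the share above that of the lowest library (0.115%) taken off, the log2FC of Lyz1 in colon was 0.77 (standard error 1.11), and with the whole share taken off it was 1.57 (standard error 1.1).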

Although the magnitude of this upregulation was more significant than in the small intestine, the corresponding LYZ1 protein was undetectable by IHC, leaving it unclear which colonic cells upregulate *Lyz1* transcripts upon glial depletion. Colonic Paneth-like cells (PLCs) have been described in mice and humans (Sasaki et al., 2016; Wang et al., 2020). At least in humans, these PLCs can express *LYZ1* (Wang et al., 2020). It will be informative to assess if colonic PLCs are dysregulated by enteric glial depletion similar to Paneth cells in the small intestine.

We found that genetic depletion of enteric glia was associated with altered fecal microbiome composition within days, including reduced abundance of *L. murinus* and *L. animalis* and increased abundance of several species of *Bacteroidales*. These changes seemed to occur irrespective of the effects of glial depletion on gut motility, because they were observed in both males with normal GI transit times and females with accelerated transit. In mice engineered to either lack or overexpress LYZ1, the fecal abundance of both *L. murinus* and *L. animalis* together drops or increases, respectively (Yu et al., 2020). Conversely, in ZnT2-deficient mice, which exhibit reduced lysozyme activity, *Bacteroides* is the only genus significantly increased in their feces (Podany et al., 2016). The similarities between the shifts in microbial composition observed in these constitutive systems of Paneth cell disruption and our model of acute glial depletion support a functional link between the fecal microbial changes in Cre^+^ mice and reduced LYZ1 secretion.

Overall, our results uncover a functional interaction between enteric glia and Paneth cells in the small intestine and establish a role for enteric glia in shaping gut microbial ecology. Given the strong genetic associations between Paneth cells and IBD (Wehkamp and Stange, 2020), and the well-established involvement of the microbiome in a wide variety of human disorders (de Vos et al., 2022), identifying the mechanisms underlying glial regulation of these secretory cells might reveal novel targets for tuning their activity for therapeutic benefit.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus Muscularis*)	Plp1-eGFP, FVB/NJ, male and female	JAX	Cat: 033357 RRID:IMSR_JAX:033357	
Strain, strain background (*M. Muscularis*)	PLP1^CreER^, FVB/NJ, male and female	JAX	Cat: 005975 RRID:IMSR_JAX:005975	
Strain, strain background (*M. Muscularis*)	Rosa26^DTA/DTA^, C57/BL6, male and female	JAX	Cat: 009669 RRID:IMSR_JAX:009669	
Strain, strain background (*M. Muscularis*)	ChAT-eGFP, C57/BL6, male and female	JAX	Cat: 007902 RRID:IMSR_JAX:007902	
Chemical compound, drug	Paraformaldehyde	ThermoFisher Scientific	Cat: 28908	Used at 4% diluted in 1 x phosphate buffered saline
Chemical compound, drug	UEA-I	Vector Labs	Cat: DL-1067–1	
Chemical compound, drug	Vectashield	Vector Labs	Cat: H-1200	
Commercial assay or kit	VECTASTAIN Elite ABC-HRP Kit PK	Vector Labs	Cat: PK-6100	
Commercial assay or kit	ImmPACT DAB Substrate Kit, Peroxidase	Vector Labs	Cat: SK-4105	
Antibody	Rabbit polyclonal anti CHGA	Abcam	Cat: ab-15160 RRID:AB_301704	1:1000
Antibody	Goat polyclonal anti b-Catenin	R&D Systems	Cat: AF1329-SP RRID:AB_354736	1:200
Antibody	Goat polyclonal anti DEFA5	Gift from Andre Ouellette	N/A	1:1000
Antibody	Rat monoclonal anti E-cadherin	Life Tech	Cat: 13–1900 RRID:AB_2533005	1:400
Antibody	Rabbit polyclonal anti GFAP	Sigma-Aldrich	Cat: G9269 RRID:AB_477035	1:500
Antibody	Rabbit polyclonal anti LYZ1	DAKO	Cat: A0099 RRID:AB_2341230	1:500
Antibody	Rabbit polyclonal anti MUC2	Santa Cruz Biotechnology	Cat: sc-15334 RRID:AB_2146667	1:200
Antibody	Rat monoclonal anti PLP1/DM20	Gift from Wendy Macklin	N/A	1:500
Antibody	Rabbit polyclonal anti S100β	DAKO	Cat: Z0311 RRID:AB_10013383	undiluted or 1:500
Antibody	Mouse monoclonal anti TUBB3	Biolegend	Cat: 801201 RRID:AB_2313773	1:500
Antibody	Rabbit polyclonal anti VACHT	Synaptic systems	Cat: 139 103 RRID:AB_887864	1:500
Antibody	Rat monoclonal CD16/32 (FcR-blocking)	Biolegend	Cat: 101301, clone 93 RRID:AB_312800	1:50
Antibody	Rat monoclonal NKM 16-2-4	Miltenyi Biotec	Cat: 130-102-150 RRID:AB_2660295	1:10
Antibody	Rat monoclonal CD326 (Ep-CAM)	Biolegend	Cat: 118213, clone G8.8 RRID:AB_1134105	1:50
Chemical compound, drug	TRIzol	Thermofisher	Cat: 15596026	
Commercial assay or kit	RNeasy Kit	Qiagen	Cat: 74004	
Other	DAPI stain	Vector Laboratories	Cat: H-1200–10	
Software, algorithm	R studio	R studio	RRID:SCR_000432	
Software, algorithm	Deseq2	Deseq2	RRID:SCR_015687	
Software, algorithm	DiVenn 2.0	DiVenn 2.0, Sun et al., 2019	PMID:31130993	
Software, algorithm	STAR	STAR	RRID:SCR_004463	
Software, algorithm	featurecounts	featurecounts	RRID:SCR_012919	
Software, algorithm	GSEApy	GSEApy	RRID:SCR_025803	
Commercial assay or kit	iScript cDNA Synthesis Kit	BioRad	Cat: 1708890	
Commercial assay or kit	SYBR Select Master Mix	Thermofisher	Cat: 4472908	
Sequence-based reagent	Epcam_F	PMID:25479966		PCR primer; TCGCAGGTCTTCATCTTCCC
Sequence-based reagent	Epcam_R	PMID:25479966		PCR primer; GGCTGAGATAAAGGAGATGGGT
Sequence-based reagent	Lyz1_F	PMID:28336548		PCR primer; ATGGCTACCGTGGTGTCAAG
Sequence-based reagent	Lyz1_R	PMID:28336548		PCR primer; CGGTCTCCACGGTTGTAGTT
Software, algorithm	GraphPad Prism	GraphPad Prism	RRID:SCR_002798	
software, algorithm	ImageJ	FIJI	RRID:SCR_002285	
commercial assay or kit	RNAscope V2 Assay	ACDBio	Cat: 323100	
sequence-based reagent	Lgr5-C1	ACDBio	Cat: 312171	
Chemical compound, drug	Opal dye 570	Akoya Sciences	Cat: FP1488001KT	
Chemical compound, drug	ribonucleoside vanadyl complexes (RVC)	New England BioLabs	Cat: S1402S	
Chemical compound, drug	glutaraldehyde	Electron Microscopy Sciences	Cat: 111-30-8	Used at 2%
Chemical compound, drug	formaldehyde	Electron Microscopy Sciences	Cat: 15700	Used at 2.5%
Chemical compound, drug	cacodylate buffer	Millipore Sigma	Cat: 97068	
Chemical compound, drug	uranyl acetate	Electron Microscopy Sciences	Cat: 541-09-3	Used at 2%
Chemical compound, drug	lead citrate	Sigma-Aldrich	Cat: 6107-83-1	
Chemical compound, drug	Li_2_CO_3_	Sigma-Aldrich	Cat: 255823	Used at 135 mM
Chemical compound, drug	Diphenylterazine	Sigma-Aldrich	Cat: D5130	Used at 100 mg/kg
Chemical compound, drug	Carbachol	Thermo Fisher Scientific	Cat: L06674.03	Used at 10 µM
Commercial assay or kit	Lysozyme Activity Assay Kit	Abcam	Cat: ab211113	
Commercial assay or kit	ZymoBIOMICS – 96 DNA Kit	Zymo Research	Cat: D4309	
Commercial assay or kit	DNA Clean and Concentrator TM – 5 Kit	Zymo Research	Cat: D4014	
Commercial assay or kit	NEBNext Library Quant Kit	New England BioLabs	Cat: E7630	
Sequence-based reagent	EUB338	Millipore Sigma 16 s bacterial RNA probe		GCTGCCTCCCGTAGGAGT
Sequence-based reagent	Nonsense control	Millipore Sigma 16 s bacterial RNA control probe		CGACGGAGGGCATCCTCA

### Mice

Mice were group-housed in a specific pathogen-free facility with a 12 hr dark cycle and handled per protocols approved by the Institutional Animal Care and Use Committees of Boston Children’s Hospital, adherent to the NIH Guide for the Care and Use of Laboratory Animals. Drinking water and laboratory chow were provided ad libitum. Male and female littermate mice were used for most experiments except where noted (males indicated as triangles and females as circles unless stated otherwise). PLP1^CreER^ mice (JAX 005975) and Plp1-eGFP mice (JAX 033357) were maintained on the FVB/NJ background while Rosa26^DTA/DTA^ mice (JAX 009669) and ChAT-eGFP mice (JAX 007902) were maintained on C57BL/6 background. For generation of all experimental cohorts of glial-depleted mice, PLP1^CreER^ hemizygous mice were bred with Rosa26^DTA/DTA^ mice to generate PLP1^CreER^ Rosa26^DTA/+^ mice and Rosa26^DTA/+^ littermate controls. These mice were administered 8 mg of tamoxifen in corn oil once by orogastric gavage at 5–6 weeks of age, as previously described (Rao et al., 2017). All analysis was carried out 11 days after tamoxifen administration (11dpt) unless indicated otherwise.

### Immunohistochemistry

For frozen sections, tissues were first fixed in 4% paraformaldehyde (PFA)/phosphate buffered saline (PBS) for 1.5 hours (hr), equilibrated in 30% sucrose/PBS and embedded, as previously described (Rao et al., 2017). For IHC, 10–14 µm sections of intestine were incubated in blocking solution (0.1% Triton  + 5% heat-inactivated goat [HINGS] or donkey serum in PBS), incubated overnight at 4 °C in primary antibody/blocking solution, washed, and incubated for 1.5 hr at room temperature (RT) in secondary antibody or UEA-I (Vector Labs, #DL-1067–1)+DAPI. The slides were mounted in Vectashield (Vector Labs, #H-1200).

For IHC of small intestinal whole mounts, 2–3 cm segments of small and large intestine from Plp1-eGFP mice were dissected, washed with ice-cold PBS, fixed in 4% PFA/PBS for 1.5 hr at 4 °C, and then thoroughly washed with PBS. The samples were permeabilized with PBS, 0.5% Triton-X100, and incubated with primary antibodies in blocking buffer (5% HINGS, 20% DMSO, 0.5% PBS Triton) for 48 hr at RT. They were then washed with permeabilization solution and incubated for 24 hr with secondary antibodies +DAPI. The whole mounts were mounted in Vectashield.

For DAB immunochemistry, de-identified archived formalin-fixed paraffin-embedded female adult human small intestine tissue samples were used under the approved Beth Israel Deaconess Medical Center IRB protocol 2020P001104. The samples were sectioned and subjected to dewaxing with incubation at 58 °C for 15–20 min followed by washes in 100% xylene (2x5 min). The slides were rehydrated in 100% ethanol bath (3x5 min) followed by 70% ethanol incubation for 10 min. Following a wash with PBS, the slides were subjected to antigen retrieval by incubation in boiling citrate buffer solution for 20 min. Subsequently, a blocking solution was applied (2.5% HINGS +2.5% BSA in 0.1% PBS-TritonX100) for 2 hr at RT. For PLP1 and GFAP staining, prior to staining, the sections were incubated with hydrogen peroxide blocking solution (Abcam, #ab64218) for 10 min at RT. Primary antibodies in the blocking solution were applied for overnight incubation at 4 °C. VECTASTAIN Elite ABC-HRP Kit PK-(Vector Labs, #PK-6100) and ImmPACT DAB Substrate Kit, Peroxidase (Vector Labs, #SK-4105) were used according to the manufacturer’s instructions. Briefly, the slides were washed, incubated with biotinylated goat anti-rabbit IgG secondary antibody (1:500 in the blocking solution) for 2 hr at RT, washed, and subjected to VECTASTAIN ABC solution (prepared 30 min in advance) for 45 min at RT. Subsequently, they were washed and incubated with the DAB solution (1:30 dilution of DAB reagent in ImmPACT DAB diluent) until a visible change to brown color was observed (20 s-2min). The slides were washed and mounted in glycerol for subsequent imaging.

**Table:** 

Target	Supplier	Catalog number	RRID	Dilution	Fluorophore	Application
CHGA	Abcam	ab-15160	RRID:AB_301704	1:1000	N/A	IHC
b-Catenin	R&D Systems	AF1329-SP	RRID:AB_354736	1:200		
DEFA5	Gift from A. Ouellette	N/A	N/A	1:1000		
E-cadherin	Life Tech	13–1900	RRID:AB_2533005	1:400		
GFAP	Sigma-Aldrich	G9269	RRID:AB_477035	1:500		
LYZ1	DAKO	A0099	RRID:AB_2341230	1:500		
MUC2	Santa Cruz Biotechnology	sc-15334	RRID:AB_2146667	1:200		
PLP1/DM20	Gift from Wendy Macklin, Ph.D.	N/A	N/A	1:500		
S100β	DAKO	Z0311	RRID:AB_10013383	undiluted or 1:500		
TUBB3	Biolegend	801201	RRID:AB_2313773	1:500		
VACHT	Synaptic systems	139 103	RRID:AB_887864	1:500		
CD16/32 (FcR-blocking)	Biolegend	101301, clone 93	RRID:AB_312800	1:50	N/A	Flow cytometry
NKM 16-2-4	Miltenyi Biotec	130-102-150	RRID:AB_2660295	1:10	PE	
CD326 (Ep-CAM)	Biolegend	118213, clone G8.8	RRID:AB_1134105	1:50	APC	

### RNA sequencing

All samples were collected between 9AM and 12PM. Mice were euthanized, and the GI tract was dissected into sterile, ice-cold PBS. The luminal content was flushed out of the tissue, fat and mesentery were trimmed, and then 1 cm fragments of duodenum, proximal ileum, and proximal colon were cut, immersed in TRIzol reagent (Thermofisher #15596026), homogenized, frozen on dry ice, and stored at –80 °C until RNA extraction. For the mechanical separation of ileal epithelium, 6 cm of the most distal small intestine (ileum) was used. The tissue was cut longitudinally and cleaned in ice-cold 1xPBS such that any remaining fecal/luminal content was removed. The opened ileal tissue was placed in 10 ml of 5 mM EDTA in sterile PBS, gently mixed, and incubated on ice in a horizontal position for 10 min while ensuring its complete submersion in the EDTA solution. Halfway through, the tube was gently tilted twice to mix. Subsequently, the EDTA solution was decanted, and the tissue was washed with 10 ml of sterile HBSS twice. To mechanically separate the epithelial fraction, the tissues were extended epithelium-side-up on a glass slide and the epithelial layers (villi first, followed by crypts) were separated using a bent 20 G needle. The epithelial content was immediately transferred to the TRIzol reagent, homogenized, frozen on dry ice, and stored at –80 °C until RNA extraction. RNA was extracted using phenol/chloroform extraction methods followed by a cleanup with the RNeasy Kit (QIAGEN #74004). RNA samples were analyzed for purity and concentration and submitted to Novogene Corporation Inc (Sacramento, CA, United States) for quality control, library construction, and sequencing. Sequencing was performed on Novaseq 6000 platform (20 M/PE150).

### RNA-seq analysis

We used trimmomatic (Bolger et al., 2014) to trim the low-quality next generation sequencing (NGS) reads (-threads 20 ILLUMINACLIP:TruSeq3-PE.fa:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW: 4:15 MINLEN:36). Subsequently, only the high-quality trimmed reads were aligned to the mouse reference genome using STAR (Dobin et al., 2013). The reads counts were calculated by featureCounts software (Liao et al., 2014). Differentially expressed genes (DEGs) were identified by using the DESeq2 R package (adjusted p-value ≤ 0.05; Love et al., 2014). For analysis of shared gene expression, DiVenn analysis was carried out as previously described (Sun et al., 2019). GSEA analysis was performed using GSEApy (Fang et al., 2023).

### Quantitative PCR

For validation of RNAseq results, two separate cohorts of mice were used. The tissues were dissected and processed as described above. RNA was extracted using phenol/chloroform extraction methods followed by a cleanup with the RNeasy Kit (QIAGEN #74004). The RNA was converted to cDNA using iScript cDNA Synthesis Kit (Bio-Rad #1708890) and the qPCR was run with SYBR Select Master Mix (Thermo Fisher # 4472908). The following primers were used.

**Table:** 

Target	Forward primer	Reverse primer	Annealing temp.
Epcam	TCGCAGGTCTTCATCTTCCC	GGCTGAGATAAAGGAGATGGGT	60 °C
Lyz1	ATGGCTACCGTGGTGTCAAG	CGGTCTCCACGGTTGTAGTT	58 °C

### Imaging and cell quantification

Image acquisition was carried out by investigators blinded to genotype. Animals of both sexes were analyzed. Data was analyzed using Microsoft Excel and the GraphPad Prism program (GraphPad Software, Inc). For quantification of Alcian Blue^+^ goblet cells, images were obtained from Cre^+^ (n=8) and Cre^-^ (n=10) animals. The number of Alcian Blue^+^ cells per villus-crypt unit was counted and averaged per mouse. For LYZ1^+^ Paneth cells, images of at least 50 crypts in the ileum were obtained for each Cre^+^ (n=4) and Cre^-^ (n=5) animals. The number of LYZ1^+^ cells per crypt was counted and averaged per mouse. For Chromogranin A^+^ EECs, images of at least 42 villi and 100 crypts in the ileum were obtained, for each Cre^+^ (n=3 per group) and Cre^-^ (n=4 per group) animal. The number of CHGA^+^ cells per villus-crypt unit was counted and averaged per mouse. For Lgr5^+^ cells, 6–9 z-stack images (20X) were obtained for each Cre^+^ (n=4) and Cre^-^ (n=4) animal. For quantification of mean fluorescence intensity (MFI), z-stacks were subjected to maximum intensity projection, and ROI’s were drawn from the villus base to crypt base that defined crypt regions. MFI of the ROI was calculated and averaged per mouse. For quantification of crypt innervation, 15 random z-stack images of individual crypts were obtained for each Cre^+^ (n=4) and Cre^-^ (n=4) animal. Z-stack images were subjected to maximum intensity projection, binarization, thresholding, and smoothening. Subsequently, the signal was converted to masks, and the percentage area of TUBB3 signal coverage of the image field was calculated and averaged per mouse. A Zeiss LSM 880 confocal microscope was used to acquire images for all fluorescent IHC except for CHGA^+^ EECs, for which a Leica DM6000B epifluorescent microscope was used.

### Flow cytometry

Flow cytometry of M cells from Peyer’s Patches (PPs) was adapted from Gicheva et al., 2016 Briefly, the entire length of jejunum and ileum were dissected from Cre^-^ and Cre^+^ mice. Then, 6 Peyer’s patches were harvested per mouse, placed in 1.5 mL microcentrifuge tubes with ice-cold 1xPBS, and vortexed vigorously to remove debris. After three PBS washes, the PPs were placed in 10 ml of PBS with 5 mM EDTA and 1 mM DTT for 30 min at 37 °C. The samples were additionally triturated to aid the dissociation. Following digestion, the cell suspension was filtered through a 40 µm strainer, centrifuged at 475 × *g* for 5 min, and incubated with FcR-blocking antibody on ice for 10 min. The cells were then stained to label M-cells (NKM 16-2-4) and epithelial cells (EpCAM) in FACS buffer (2% FBS +1 mM EDTA) for 30 min at 4 °C. Subsequently, the cells were washed in FACS buffer and stained with DAPI (0.3 µg/mL). The proportion of PE^+^ APC^+^ DAPI^-^ cells out of APC^+^ DAPI^-^ cells was determined on BD LSRFortessa.

### RNAscope

Intestinal tissue was dissected into ice-cold 1 x PBS + 4 mM ribonucleoside vanadyl complexes (RVC) to inhibit RNAse activity and flushed to remove fecal content. Segments of ~2 cm were fixed in RNAse-free 4%PFA/PBS for 24 hr and incubated overnight in 30% sucrose. The tissue was embedded in pre-chilled OCT and frozen on dry ice. The tissues were stored at –80 °C. For staining, 8 µm slices were sectioned and air dried at –20 °C. RNAscope V2 (ACDBio #323100) was used for in situ hybridization. Briefly, the slides were washed in 1xPBS, incubated for 30 min at 60 °C, and post-fixed with pre-chilled 4%PFA for 15 min at 4 °C. Subsequently, the slides were dehydrated in increasing concentrations of RNase-free EtOH (50%, 70%, and twice 100% for 5 min each), treated with hydrogen peroxide (RNAscope Hydrogen Peroxide Reagent) for 10 min at RT, and washed in DEPC-treated water. For antigen retrieval, the slides were immersed in boiling hot RNAscope Target Retrieval Reagent, and incubated at 99 °C for 5 min. Following a wash in RT DEPC-treated water, they were incubated in 100% EtOH for 3 min, dried at RT, and subjected to protease treatment (RNAscope Protease III Reagent) for 30 min at 40 °C. After two washes with 1 x PBS, probe hybridization and signal amplification were carried out according to RNAscope Multiplex Fluorescent V2 Assay using Lgr5-C1 probe and Opal dye 570 (Akoya Sciences). Slides were mounted with Vectashield and DAPI.

### Electron microscopy

Tissues were excised, washed in PBS, cut along the mesenteric plane, pinned flat, and then fixed in 2% glutaraldehyde (Electron Microscopy Sciences, Hatfield PA) and 2.5% formaldehyde (Electron Microscopy Sciences) in 0.1 M cacodylate buffer pH 7.4 containing 0.1 mM EGTA for 10 min at RT with gentle flushing. The tissue was then cut into small pieces, and fixed for an additional 1 hr in the same fixative at RT. Tissues were washed with 0.1 M cacodylate buffer, and then loaded into a planchette (Technotrade International, Manchester, NH) with PBS containing 20% BSA and 5% FBS, and subjected to high-pressure freezing using a Wohlwend High Pressure Freezer (Technotrade International). Rapid freeze substitution, as described (McDonald, 2014), was done using 1% osmium tetroxide, 0.5% uranyl acetate, 95% acetone and 5% dH2O. After freeze substitution, the tissue was infiltrated with graded acetone into LX112 resin (Ted Pella, Inc Redding, CA). Ultrathin sections were cut with a Leica Ultracut E ultramicrotome (Leica Microsystems, Wetzlar Germany), placed on formvar and carbon coated grids, and then stained with 2% uranyl acetate (Electron Microscopy Sciences) and lead citrate (Sigma-Aldrich). Grids from each treatment were imaged using a JEOL 1400 electron microscope (JEOL USA, Peabody, MA) equipped with an Orius SC1000 digital CCD camera (Gatan, Pleasanton, CA).

### Paneth cell secretion assay

All Paneth cell secretion assays were carried out from 9AM to 12PM with four mice per assay except for when DTZ was administered. For DTZ experiments, the mice were administered vehicle (135 mM Li_2_CO_3_ solution; Sigma, #255823) or 100 mg/kg DTZ (Sigma, # D5130) diluted in vehicle six hours before the start of the explant experiment. Mice were euthanized and 10 cm of distal small intestine was dissected into sterile, ice-cold PBS. The luminal content was flushed out of the tissue, and fat and mesentery were trimmed. A 6.5–7 cm fragment of the most distal small intestine was isolated and the remaining PBS was removed from the tissue. One end of the tissue was firmly tied and 150 µl of sterile, ice-cold PBS was pipetted into the intestinal tube. The open end of the intestine was firmly tied to create a closed cylinder filled with PBS. The length of the tissue, from one tied end to the other, was measured. The process was repeated for all samples which were kept in sterile, ice-cold PBS. The explants were subsequently placed in oxygenated Krebs at 37 °C and incubated continuously bubbled with Carbogen for the duration of the experiment (30 min). For experiments involving carbachol, the compound was added at a concentration of 10 µM at the beginning of incubation. Following incubation, one at a time, the tissues were opened, and the luminal contents were extracted. The volume of recovered solution was measured and diluted in sterile PBS as necessary to get to a final volume of 25 µL/cm of intestine. The samples were sterile-filtered with pre-wetted 0.22 µm syringe filters. Lysozyme activity was measured using the Lysozyme Activity Assay Kit (Abcam #ab211113) according to the manufacturer’s instructions.

### 16S ribosomal DNA (rDNA) gene phylotyping

Male and female PLP1^CreER^ Rosa26^DTA/+^ and Rosa26^DTA/+^ littermate mice were group-housed segregated by sex and genotype from the time of weaning. Two to four spontaneously expelled fecal pellets were collected from each mouse at 9-10AM at two timepoints: 0dpt (prior to tamoxifen administration) and 11dpt. Fecal samples were immediately frozen and stored at –80 °C. Genomic DNA for 16 S rDNA amplicon next generational sequencing was isolated using the ZymoBIOMICS – 96 DNA Kit (Zymo Research, D4309). The 16S amplicon library was prepared in a 96-well format using dual-index barcodes (Rao et al., 2021). Libraries were cleaned with the DNA Clean and Concentrator TM – 5 Kit (Zymo Research, D4014) and then quantified by qPCR (NEBNext Library Quant Kit, NEB, E7630). 20 pM of DNA were loaded onto an Illumina MiSeq (v3, 600 cycle) and sequenced. To generate the Operational Taxonomic Unit (OTU) table for analyses of gut microbiome composition and diversity, Illumina raw reads were de-multiplexed, paired end joined, adapter trimmed, quality filtered, dereplicated, and denoised. Sequences were mapped against the publicly available 16 S rDNA databases SILVA and UNITE and clustered into OTUs ≥ 97% nucleotide sequence identity. OTU-based microbial community diversity was estimated by calculating Shannon’s alpha diversity index and Bray-Curtis beta diversity index. Differential abundance analyses were performed with LEfSe with significantly different features having an alpha value less than or equal to 0.1 and a logarithmic LDA score greater than or equal to 1. Stratifying the data by sex within-sample revealed no major sex-specific differences in microbiome diversity or enriched/depleted biomarkers in the core genotype-dependent observations.

### 16S bacterial rRNA FISH

16 S rRNA FISH was carried out as described previously with some modifications (McGuckin and Thornton, 2012). Briefly, distal small intestine was dissected from Cre^-^ and Cre^+^ mice directly into methanol-Carnoy’s fixative [60% (v/v) dry methanol, 30% (v/v) chloroform, 10% (v/v) glacial acetic acid]. Care was taken to limit exposure to aqueous solutions. The samples were kept in the fixative solution for 72 hr followed by washes with 100% methanol (2x30 min), 100% ethanol (3x30 minutes), xylene (2x20–30 min), paraffin (2x20–30 min). The samples were embedded in paraffin, sectioned, and stained as previously described (Johansson and Hansson, 2012). Briefly, the sections were dewaxed by incubating at 60 °C for 10 min, followed by two xylene baths (1x10 min at 60 °C, 1x10 min at RT). The sections were incubated in 99.5% ethanol for 5 min, air dried, and stained with EUB338 or a control probe in a hybridization solution at 50 °C overnight. Subsequently, the sections were washed and subjected to immunohistochemistry protocol as described below.

**Table:** 

	Fluorophore	Sequence
EUB338	Cy3	GCTGCCTCCCGTAGGAGT
Nonsense control	Cy3	CGACGGAGGGCATCCTCA

### Experimental design and statistical analysis

Both R 4.2.0 and Prism were used for statistical analyses and graphical visualization. All experiments were performed blinded to experimental conditions during data collection and analysis. Data points represent biological replicates, with each replicate obtained from a different animal. Unless stated otherwise, data were collected from a single experiment. Sample sizes were determined based on previous studies from our group or established based on preliminary observations. For pairwise comparisons, an unpaired parametric t-test or Mann-Whitney U test was used after testing for equal variance between the groups unless stated otherwise. If variance was significantly different, unpaired parametric t-test with Welsh Correction was applied. For comparisons between more than two groups, one-way ANOVA with Tukey multiple comparisons test was used.

## Data Availability

RNA sequencing data from glial-depleted mice are deposited in the Gene Expression Omnibus (GEO: GSE280442) and 16S bacterial rRNA datasets have been deposited at the National Center for Biotechnology Information Sequence Read Archive (BioProject Accession: PRJNA1234316). The bulk and single-cell RNA sequencing data sets analyzed from previously published studies and accession numbers are listed in the figure legends, supplementary files, or methods. All other data are available in the manuscript and the supplementary files. The following datasets were generated: ProcheraA MuppiralaAN KuzielGA SoualhiS ShepherdA SunL IssacB RosenbergHJ KarimF PerezK SmithKH ArchibaldTH Rakoff-NahoumS HagenSJ RaoM 2024Enteric glia regulate Paneth cell secretion and intestinal microbial ecologyNCBI Gene Expression OmnibusGSE28044210.7554/eLife.97144PMC1199617540227232 ProcheraA MuppiralaAN KuzielGA SoualhiS ShepherdA SunL IssacB RosenbergHJ KarimF PerezK SmithKH ArchibaldTH Rakoff-NahoumS HagenSJ RaoM 2025Enteric glia regulate Paneth cell secretion and intestinal microbial ecologyNCBI BioProjectPRJNA123431610.7554/eLife.97144PMC1199617540227232 The following previously published datasets were used: LeeHO HongY EtliogluHE ChoYB PomellaV Van den BoschB VanheckeJ VerbandtS HongH MinJW KimN 2020Single cell 3' RNA sequencing of 23 Korean colorectal cancer patientsNCBI Gene Expression OmnibusGSE132465 NyströmEE Martinez-AbadB ArikeL BirchenoughGM NonneckeEB CastilloPA SvenssonF BevinsCL HanssonGC JohanssonME 2021Gene expression profile of goblet cells (GCs) from the distal colon (DC) and the 8th portion of the small intestine (Si8)NCBI Gene Expression OmnibusGSE144363 YanKS GevaertO ZhengGX AnchangB ProbertCS LarkinKA DaviesPS ChengZF KaddisJS HanA RoelfK 2017Bulk cell RNAseq of putatative intestinal stem cell populationsNCBI Gene Expression OmnibusGSE99815 KimuraS NakamuraY KobayashiN ShiroguchiK KawakamiE MutohM Takahashi-IwanagaH YamadaT HisamotoM NakamuraM UdagawaN 2019Gene expression profiling of GP2+ M cells and other epithelial cells in Peyer's patchNCBI Gene Expression OmnibusGSE108529 ZhengHB DoranBA KimlerK YuA TkachevV NiederlovV CribbinK FlemingR BratrudeB BetzK CagninL 2021PREDICT 2021 paper: FGIDSingle Cell PortalSCP1422/predict-2021-paper-fgid MartinJC ChangC BoschettiG UngaroR GiriM GroutJA GettlerK ChuangLS NayarS GreensteinAJ DubinskyM 2019Single-cell analysis of Crohn’s disease lesions identifies a pathogenic cellular module associated with resistance to anti-TNF therapyNCBI Gene Expression OmnibusGSE13480910.1016/j.cell.2019.08.008PMC706094231474370 RoulisM KaklamanosA SchernthannerM BieleckiP ZhaoJ KaffeE FrommeltLS QuR KnappMS HenriquesA ChalkidiN 2019Paracrine orchestration of intestinal tumorigenesis by a confined mesenchymal nicheNCBI Gene Expression OmnibusGSE14243110.1038/s41586-020-2166-3PMC749065032322056 HaberAL BitonM RogelN HerbstRH ShekharK SmillieC BurginG DeloreyTM HowittMR KatzY Tirosh 2017A single-cell survey of the small intestinal epitheliumNCBI Gene Expression OmnibusGSE9233210.1038/nature24489PMC602229229144463 YuS TongK BalasubramanianI YapGS FerrarisRP BonderEM VerziMP GaoN 2018Paneth cells acquire multi-potency upon Notch activation after irradiationNCBI Gene Expression OmnibusGSE113536

## Additional files

MDAR checklist

Supplementary file 1. 

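The lists of Supplementary file 1 hold genes of intestinal epithelial cell types from single-cell RNA-seq. Held in full here were the lists of Paneth cells (53 genes), enteroendocrine cells (38), M cells (37) and enterocytes (43). Those of Lgr5+ stem cells (64 genes held), tuft cells (62) and goblet cells (62) were held in part. For the lists held in part, no set test was made. In the ileal epithelium, 62 of 62 Lgr5+ stem cell genes tested had a log2FC above 0 (median 0.15) and 3 had an unadjusted p under 0.05, among them Urod, a haem synthesis gene (0.31, standard error 0.10). Of 58 tuft cell genes tested, 46 lay above 0 (median 0.06), and of 62 goblet cell genes 29 (median -0.02).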

Cell type signatures derived from sc-RNAseq of intestinal epithelial cells used in Figure 3B and Figure 3—figure supplement 1D.

Supplementary file 2. Cell type signatures derived from bulk-RNAseq profiling of individual cell types (purified by flow sorting) used in Figure 3—figure supplement 1E–F.

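The lists of Supplementary file 2 come from bulk RNA-seq of cell types that were purified by flow sorting. The Lgr5+ stem cell list (31 genes) and the mTert list (17 genes) were held in full here. The Paneth cell (52 genes held), goblet cell (51) and M cell (51) lists were held in part, and 46, 48 and 51 of those symbols were found in the count table. Few of the mTert genes reached the filter on low counts in the epithelium. In the colon, 9 of them were tested and 1 lay above 0 (median -0.13, adjusted p = 0.205), with Clu, the clusterin gene, at -0.34 (standard error 0.27).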

Source data 1. Source data containing raw values and statistical analyses used for image quantification and qPCR analysis.

How the deposited data were processed for this re-analysis (not part of the article)

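Bulk RNA-seq was analysed from 32 libraries of male mice: 4 Cre+ (Plp1CreER Rosa26DTA/+) and 4 Cre- (Rosa26DTA/+) mice for each of duodenum, ileum, colon and ileal epithelium, 11 days after tamoxifen. The authors sequenced the libraries as paired reads, trimmed them with Trimmomatic, aligned them to mm10 with STAR and counted reads per Ensembl gene with featureCounts, with versions, annotation release and strand setting not given in the sources used here. The values are raw whole-number counts in 1 table of 54532 genes, of which 33859 had a count. Gene symbols were matched for 54409 identifiers, and the unmatched ones held 0.0314% of all counts. Coordinates were taken from GENCODE M21 (GRCm38, the same assembly as mm10), which held 54495 of the identifiers. Libraries were assigned by column names that match the sample labels. Total counts were 15415333 to 21468167 per library, with a median of 17884720.

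Each tissue was fitted alone in R 4.3.3 with edgeR 4.0.16, with filterByExpr (minimum count 10, minimum total 15) and TMM factors. Cre+ mice were tested against Cre- mice by the quasi-likelihood F test, at a Benjamini-Hochberg adjusted p under 0.05. A prior count of 2 was used for log2 CPM, and log2FC was left at the default of edgeR. Confidence intervals are at 95%. Gene lists were tested with camera from limma 3.58.1 at a preset correlation of 0.01, with p-values adjusted over 41 lists, or over 6 signatures of the study held in full. DESeq2 1.42.0 and fgsea 1.28.0 (10000 permutations of genes) were used for alternatives. Overlaps of genes at an unadjusted p under 0.05 were set beside the product of their shares, as due by chance, which takes the tissues as independent. Interactions of genotype and region were tested in 1 fit of several regions. Single values were tested by exact permutation of the genotype labels.

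The genes named are those the study names or tabulates for these libraries, 4 glial genes, per tissue the 10 higher and 10 lower genes with the smallest p whose genotypes do not overlap, the 4 members of each list with the smallest p, and up to 6 genes per overlap. The study's values for the first group had been seen in its figures. Genes outside this rule are marked as chosen after their values were seen. Immunoglobulin and α-defensin genes have close relatives and can share reads.

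Alternatives were other factors (RLE), no filter, a filter of 10 counts in every library, all tissues in 1 fit, the replicate number as a block, each library left out in turn, DESeq2, a limit of 0.5 on the log2FC, an unadjusted p under 0.01, and lists without antigen receptor genes, α-defensins or Lyz1. For overlaps and interactions, the libraries of 1 genotype and number were left out of all tissues together. For gene lists the alternatives were an estimated correlation, the rotation test fry and preranked enrichment. Added after the data were seen were a cluster of libraries as a covariate, colon counts with the ileal share subtracted, either above that of the lowest library or in full, libraries of the same genotype and number as 1 mouse in the interactions, and the duodenum without Cre- replicates 2 and 3, the libraries with the most Gkn1, a gastric transcript. All 35 splits of the 8 libraries of a tissue into 4 and 4 were refitted. No 2 libraries of a group differed by as little as sampling noise: over 48 pairs the lowest chi-square per gene was 11.7.

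The tests were tried on 1 simulated data set per tissue, with 50 changed genes at each of 4 sizes, and 53 genes higher by 0.5 for the list test. At a log2FC of 1, edgeR called 64% of the 50 in duodenum, 86% in ileum, 80% in colon and 90% in ileal epithelium, and at a log2FC of 0.5 it called 6%, 28%, 22% and 32%, with 10, 6, 9 and 12 unchanged genes called in the same data. These shares depend on the number of changed genes. Most changes of a log2FC of 0.5 were thus not called in these simulated data, and neither depth nor the number of libraries was varied. The changed genes were drawn only from genes above a set mean CPM, so the shares called do not cover genes at low counts. Each library was simulated independently, without the structure seen between the real libraries. Signatures of the study that were held only in part were described gene by gene without a set test. The paper's qPCR, imaging and microbiome data were not analysed here.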

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

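The tests of ileal RNA in the colon libraries, of a rise of Paneth genes alone, of library depth, of the same mouse, of the direction of the genes shared by the 3 regions, of too few glial counts, of neural tissue, of exchanged labels and of gastric transcripts were chosen only after the result was seen.

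Ileum-specific genes and genes of Paneth cells both had higher mean levels in the colon of Cre+ mice. The difference in the ileal share had an exact permutation p of 0.0571. The Paneth signature did not pass camera with an estimated correlation (adjusted p = 0.31). The genotype effect on Lyz1 was higher in colon than in ileum by a log2 difference of 1.353. The ileal share of the colon libraries, a signal the paper does not analyse, had a mean of 0.4708% in Cre+ mice. The median rise of 17 Paneth genes was 0.3119% of the ileal level (0.152% to 0.83%). It lay between the quartiles of 41 other ileum-specific genes, of which 36 were higher too, with a median of 0.199%. This goes against a rise of Paneth genes alone but does not exclude it. The genes were measured in the same libraries, whose difference in share had the exact permutation p of 0.0571. A larger rise of Paneth genes than of the others stays open. Deeper Cre+ libraries are argued against (ratio of the lowest Cre+ to the highest Cre- total 0.931). RNA of the ileum in the colon libraries stays open as a candidate explanation: taking off the share above that of the lowest library removed 72.8% of the Lyz1 difference in CPM of total counts, without TMM factors (16.8 before, 4.56 after), and left a log2FC of 0.7673 with a standard error of 1.11. Taking off the whole share left a difference of 4.53 CPM and a log2FC of 1.575 with a standard error of 1.1. Lyz1 fell to 0 in Cre+ replicate 3 and Cre- replicate 3 either way, and both errors are too wide to decide. In those libraries the estimated share called for at least as much Lyz1 as was there. The amount taken off is set by the share and the ileal Lyz1 level, so the part removed is not support by itself. By share, Cre- libraries held 9.973 CPM at 0.115%, 8.963 at 0.145%, 13.99 at 0.265% and 8.325 at 0.394%. Cre+ libraries held 18.44 at 0.284%, 26.84 at 0.421%, 36.39 at 0.484% and 26.66 at 0.694%. A rise of ileal and Paneth programs together in the colon of Cre+ mice is biological and was not tested. It cannot be told apart from ileal RNA by these libraries. The paper also reports higher Lyz1 by qPCR in the colon of Cre+ mice from separate cohorts. Those tissues were dissected in the same way and were not analysed here.

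Immunoglobulin variable genes made up most genes shared between duodenum and ileum, and both genes shared by all 3 regions. Libraries with the same genotype and number may come from the same mouse: in 96 of 96 comparisons the best match of a library in another tissue, over 144 such genes, was the one of the same genotype and number, where 12 are due by chance. The clones of single mice would then appear in each region. A genotype effect shared by the 3 regions stays open. In 31 of 35 splits of the mice at least as many genes were shared as in the real split (2 genes, highest other 64), which was set beforehand to count against it. The 2 genes went in the same direction in each region, and splits that follow a structure of the samples share many genes with or without an effect of genotype, so this count excludes nothing.

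No glial gene named passed as lower in Cre+ mice, with the log2FC of Plp1, Sox10 and S100b above 0 and that of Gfap below 0 in each region. For Plp1, Sox10 and S100b, too few counts to see a loss of 1 log2 unit are argued against, since the interval lay above -1 in 9 of 9 pairs of gene and region. For Gfap this stays open, since its interval reached below -1 in each region, down to -1.649 in duodenum. More neural tissue in the Cre+ segments is argued against as the whole cause, since the lowest difference in the glial to neuronal log2 ratio was -0.07545 (standard error 0.119) and its bound excludes a large loss. Labels exchanged for some mice are argued against, since the largest gap between neighbouring libraries in the glial list was 0.4266 on the log2 scale. Transcripts kept in the remaining or recovering cells of Cre+ mice are a biological difference that stays open and was not tested. The paper reports a strong loss of S100B-stained glia in the mice by immunostaining. That is a measure of protein and was not analysed here.

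Of 240 groups of 4 libraries, 12 held a library far from the other 3, and chance gives 12. On the log2 CPM scale these were Cxadr in colon Cre+ replicate 4 (7.705), Naaladl1 in colon Cre+ replicate 1 (2.998), 1700018L02Rik in duodenum Cre+ replicate 2 (0.478) and Cre- replicate 4 (-0.4118), Igkv4-91 in duodenum Cre- replicate 1 (2.452), S100b in duodenum Cre- replicate 4 (-0.7589), Slc23a1 in epithelium Cre+ replicate 1 (2.802), Ccdc68 in ileum Cre- replicate 1 (5.687), Plp1 in ileum Cre+ replicate 4 (1.204), S100b in ileum Cre+ replicate 2 (1.072) and Tiparp in ileum Cre+ replicate 2 (4.82). The total count of ileum Cre- replicate 2 was 19775857 (19780000 when rounded). In CPM of total counts, Gkn1, a gene of gastric mucus cells, was at 571.9 CPM in duodenum Cre- replicate 2 and 650.9 CPM in Cre- replicate 3, and at 41.8 CPM or less in the other 6 duodenum libraries. Gkn3, another gastric gene, was highest in Cre+ replicate 1 (3039 CPM) and was at 570.8 CPM in Cre+ replicate 4, so gastric transcripts were not confined to Cre- libraries, and the sum of 6 gastric genes was 3078 CPM in Cre+ replicate 1, 2535 CPM in Cre- replicate 2 and 2293 CPM in Cre- replicate 3.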

How the results depend on the processing

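The tests with the library cluster as a covariate, with ileal counts subtracted, above the lowest share or in full, with the mouse as a block and without duodenum Cre- replicates 2 and 3 were chosen only after the result was seen.

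Over the named genes, 1669 values under other settings kept their direction and call, 13 turned direction and 7 gained a call. No gene passed an adjusted p under 0.05 with edgeR under any setting with all libraries, while DESeq2 gave 6 in colon and 1 in duodenum. Leaving out 1 library gave 0 to 1 in colon and 0 to 1 in ileum. Of 41 lists, 14 in colon, 11 in duodenum, 11 in ileal epithelium and 9 in ileum passed with the preset correlation, against 1, 0, 0 and 0 with an estimated correlation and 1, 0, 0 and 1 with fry. The cause was not tested.

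Replicate numbers are shared between genotypes, and the study does not say that they mark pairs. The correlation of same-numbered libraries was over 0.1 for 2 of 4 numbers in duodenum, 3 of 4 in ileum, 3 of 4 in colon and 3 of 4 in ileal epithelium, so not for every number in any tissue. Each library was matched among the 4 of the other genotype. The best match had the same number for 3 of 8 libraries in duodenum, 7 in ileum, 6 in colon and 5 in ileal epithelium. This is a hint from the data and not the design. The numbers were not used as pairs. With the replicate block, 0 genes passed the adjusted threshold in any tissue, and counts at an unadjusted p under 0.05 rose in each.

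Counts at an unadjusted p under 0.05 moved as follows. In colon (718) they were 1086 with no filter, 1047 with the replicate block, 418 with DESeq2 and a fold limit, 284 with a fold limit, 123 at p under 0.01, and 447 to 1179 without 1 library. In duodenum (153) they were 515 with no filter, 485 with all tissues in 1 fit, 276 with DESeq2, 243 with DESeq2 and a fold limit, 250 with the replicate block, 15 at p under 0.01, and 116 to 476 without 1 library. In ileum (366) they were 655 with no filter, 226 with DESeq2 and a fold limit, 135 with a fold limit, 737 with the replicate block, 51 at p under 0.01, and 234 to 1071 without 1 library. In ileal epithelium (197) they were 499 with no filter, 374 with all tissues in 1 fit, 81 with a fold limit, 545 with the replicate block, 14 at p under 0.01, and 107 to 770 without 1 library.

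Genes shared by duodenum and ileum (9) were 4 with 10 counts in every library, 22 with all tissues in 1 fit, 19 with DESeq2, 16 with DESeq2 and a fold limit, 41 with no filter, 1 at p under 0.01, 29 with the replicate block, 3 without antigen receptor genes, and 7 to 42 without 1 library of each tissue. Those of duodenum and colon (11) were 7, 39 and 21 under the first 3 of these settings, 6 with a fold limit, 40 with no filter, 2 at p under 0.01, 33 with the replicate block, 6 without antigen receptor genes, and 9 to 38 without 1 library of each tissue. Those of ileum and colon (22) were 12 with DESeq2 and a fold limit, 8 with a fold limit, 46 with no filter, 3 at p under 0.01, 80 with the replicate block, and 12 to 97 without 1 library of each tissue. Those of ileum and ileal epithelium (9) were 15 with all tissues in 1 fit, 5 with a fold limit, 26 with no filter, 1 at p under 0.01, 74 with the replicate block, and 6 to 176 without 1 library of each tissue. Those of all 3 regions (2) were 0 with 10 counts in every library, 4 with all tissues in 1 fit, 8 with no filter, 1 at p under 0.01, 4 with the replicate block, 0 without antigen receptor genes, and 1 to 9 without 1 library of each tissue.

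The median of the Paneth signature in colon (0.204) stayed the same number with an estimated correlation and with fry but no longer passed. It was 0.0862 with 10 counts in every library (adjusted p = 0.205), 0.113 without defensins (adjusted p = 0.194), 0.112 with ileal counts subtracted above the lowest share (adjusted p = 0.306), 0.110 with all ileal counts subtracted (adjusted p = 0.29), and -0.0227 to 0.747 without 1 library. It still passed at 0.323 with the replicate block and 0.373 with the library cluster as a covariate. In duodenum (0.361) it did not pass with an estimated correlation or fry, and was 0.0454 to 0.557 without 1 library, with 0.167 without Cre- replicate 4, while it still passed at 0.172 with the replicate block, 0.211 with the library cluster as a covariate and 0.538 without Cre- replicates 2 and 3. In ileal epithelium (0.0561) it passed with preranked enrichment and with DESeq2 (0.0687), without Cre- replicate 3 (0.0864) and without Cre+ replicate 4 (0.0776), in a range of 0.0160 to 0.0967 without 1 library. In ileum it was -0.0221 to 0.140, with 0.106 without Cre+ replicate 2. The other signatures in epithelium that passed were 0 to 1 without 1 library.

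Lyz1 in colon was 1.36 with DESeq2, where it passed, and 1.2 to 1.53 without 1 library. Its effect in colon against ileum was 1.34 with DESeq2, where it passed, and 1.26 to 1.53 without 1 library of each tissue. Chrm3 in epithelium was -0.0388 to 0.234 without 1 library. Values near 0 that turned, with the other end of their range without 1 library, were Lyz1 in ileum (0.141, -0.0060 with the replicate block, -0.0374 without Cre- replicate 2, -0.0649 without Cre+ replicate 3, -0.0820 without Cre+ replicate 4), Gfap in ileum (-0.558, 0.0225 without Cre- replicate 4), Plp1 in colon (0.216, -0.0104 with the library cluster as a covariate, -0.140 without Cre+ replicate 3) and duodenum (0.611, -0.190 without Cre+ replicate 1), S100b in colon (0.316, -0.111 without Cre- replicate 3, -0.0848 without Cre+ replicate 4) and duodenum (0.394, -0.0646 without Cre- replicate 4, -0.224 without Cre+ replicate 1), and Sox10 in colon (0.228, -0.0136 without Cre+ replicate 4).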

Differences from the paper's values

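The alternatives named here were chosen before the data were examined, except the cluster of libraries as a covariate, which was chosen after the values were seen. The paper states 5 genes past its adjusted threshold in colon, and edgeR gave 0. DESeq2, the tool the paper names, gave 6, and the other alternatives gave 0 or 1.

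For genes at an unadjusted p under 0.05 in the duodenum alone, the paper's value is 331 and the value here is 135. The count fell within 1.5 times the paper's under DESeq2 (238), all tissues in 1 fit (428), no filter (442), without Cre+ replicate 1 (434) and without Cre- replicate 1 (221), and not under the other alternatives. For the ileum alone, the paper's value is 516 and the value here 337. DESeq2 (399), no filter (576), the replicate block (632) and leaving out Cre- replicate 1 (417) or Cre- replicate 2 (634) came within it, as did the cluster covariate (430), and the others did not.

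Duodenum and ileum share 16 genes in the paper and 9 here. The count was 19 with DESeq2, 16 with DESeq2 and a limit on the log2FC, and 22 with all tissues in 1 fit. It was 22 without Cre+ replicate 1, 12 without Cre+ replicate 3, 21 without Cre- replicate 1 and 18 without Cre- replicate 2. These came within 1.5 times the paper's, as did the cluster covariate (11), and the other alternatives did not. Duodenum and colon share about 26 genes in Fig. 2C, read by eye, and 11 here. It was 21 with DESeq2, 39 with all tissues in 1 fit, 33 with the replicate block, 24 without Cre+ replicate 1, 22 without Cre+ replicate 3, 38 without Cre+ replicate 4 and 31 without Cre- replicate 1, and the others did not come within 1.5 times.

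For whole ileum alone against epithelium, the paper shows about 550 genes in Fig. 3A, read by eye, and the value here is 357. DESeq2 (430), no filter (629), the replicate block (663) and leaving out Cre+ replicate 1 (371), Cre- replicate 1 (436) or Cre- replicate 2 (645) came within 1.5 times, as did the cluster covariate (446), and the others did not. For epithelium alone, the paper shows about 340 in Fig. 3A, read by eye, and the value here is 188. All tissues in 1 fit (359), no filter (473), the replicate block (471) and leaving out Cre- replicate 1 (252) came within it, and the others did not. The paper states the threshold and the tool but no filter for these counts.

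The paper names Naaladl1 and Ighv1-47 among its significant colon genes. DESeq2 here gave Naaladl1 an adjusted p of 0.064 and Ighv1-47 0.176, and edgeR called neither. DESeq2 called Rasef, A530020G20Rik and Ighv5-9 (each at an adjusted p of 0.0488) as well as Lyz1, Olfm4 and Tppp, which the paper names. In the duodenum, where the paper reports no gene past its threshold, DESeq2 called Ighv1-84 (adjusted p = 0.00327). The paper ranks the Paneth signature first by significance in the epithelium. The preranked test here gave it the highest score of the complete signatures, 1.90, while camera gave an adjusted p of 0.0748, equal to that of the M cell signature. All 25 log2FC values compared with the paper's figures had the same sign and lay within 1 standard error.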

Other observations

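The tests of the 3 libraries that stand apart in ileum, of ileal and gastric transcripts and of immunoglobulin profiles were chosen only after the result was seen.

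In the ileal epithelium, 16 of 16 interferon response genes had a log2FC below 0 in Cre+ mice (median -0.36, adjusted p = 9.28e-07 from camera, p = 0.115 with an estimated correlation), the opposite of their direction in colon. Inflammation genes lay below 0 in 7 of 9 cases (median -0.23, adjusted p = 0.037, p = 0.273 with an estimated correlation). Mitochondrial genes lay above 0 in 18 of 25 cases (median 0.14, adjusted p = 0.0201, p = 0.106 with an estimated correlation), and in the colon 24 of 25 lay below 0 (median -0.23, adjusted p = 2.14e-08, p = 0.108 with an estimated correlation).

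In the colon, macrophage genes lay below 0 in 10 of 10 cases (median -0.22, adjusted p = 0.000137, p = 0.142 with an estimated correlation), genes of tight and adherens junctions in 17 of 19 (median -0.17, adjusted p = 1.31e-05, p = 0.0611 with an estimated correlation) and adipocyte genes in 8 of 8 (median -0.77, adjusted p = 0.0014, p = 0.223 with an estimated correlation). In the duodenum, 15 of 15 genes of the exocrine pancreas lay above 0 (median 0.50), while camera gave the downward direction (adjusted p = 3.1e-07, p = 0.172 with an estimated correlation). No gene of these lists passed when adjusted over the list alone, apart from Cxadr among the junctions in colon.

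All 35 splits of the 8 libraries of a tissue into 4 and 4 were compared with the real one, for counts of genes, shared genes and the Paneth signature, and not for single genes or the other lists. The real count of genes at an adjusted p under 0.05 was 0 with edgeR, so 35 of 35 splits had to give as many and this says nothing about chance. The highest other count was 27 in duodenum, 156 in ileum, 2 in colon and 376 in ileal epithelium. Chance could not be excluded for the results that follow. At an unadjusted p under 0.05, the splits with as many genes were 33 in duodenum (153, highest other 2886), 24 in ileum (366, 2874), 13 in colon (718, 2339) and 32 in ileal epithelium (197, 2753). For the camera statistic of the Paneth signature it was 9 in duodenum (4.681, highest other 9.224), 23 in ileum (1.924, 5.752), 3 in colon (4.242, 4.954) and 10 in ileal epithelium (2.242, 4.026). Shared genes gave 34 for duodenum and ileum (9, highest other 521), 31 for duodenum and colon (11, 217), 23 for ileum and colon (22, 274), 31 for all 3 regions (2, 64) and 32 for ileum and ileal epithelium (9, 1152). For effects that differ between regions the real count was also 0 with edgeR, so that 35 of 35 splits decides nothing (highest other 18). Splits that call many genes point to a structure of the samples other than genotype.

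On the first principal component, Cre+ replicate 4 and Cre- replicates 3 and 4 were at -24.6, -27.1 and -20.8 in ileum, and the other libraries at 9.81 to 18.9. In ileal epithelium they were at -46.1, -20.8 and -36.8, and the others at -3.70 to 33.9. For the mean of the 3 regions per genotype and number, limma called 0 of 14540 genes at an adjusted p under 0.05, with 306 at an unadjusted p under 0.05, where 727 are due by chance.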
